# Coordination of olfactory receptor choice with guidance receptor expression and function in olfactory sensory neurons

**DOI:** 10.1371/journal.pgen.1007164

**Published:** 2018-01-31

**Authors:** Puneet Dang, Stephen A. Fisher, Derek J. Stefanik, Junhyong Kim, Jonathan A. Raper

## Abstract

Olfactory sensory neurons choose to express a single odorant receptor (OR) from a large gene repertoire and extend axons to reproducible, OR-specific locations within the olfactory bulb. This developmental process produces a topographically organized map of odorant experience in the brain. The axon guidance mechanisms that generate this pattern of connectivity, as well as those that coordinate OR choice and axonal guidance receptor expression, are incompletely understood. We applied the powerful approach of single-cell RNA-seq on newly born olfactory sensory neurons (OSNs) in young zebrafish larvae to address these issues. Expression profiles were generated for 56 individual Olfactory Marker Protein (OMP) positive sensory neurons by single-cell (SC) RNA-seq. We show that just as in mouse OSNs, mature zebrafish OSNs typically express a single predominant OR transcript. Our previous work suggests that OSN targeting is related to the OR clade from which a sensory neuron chooses to express its odorant receptor. We categorized each of the mature cells based on the clade of their predominantly expressed OR. Transcripts expressed at higher levels in each of three clade-related categories were identified using Penalized Linear Discriminant Analysis (PLDA). A genome-wide approach was used to identify membrane-associated proteins that are most likely to have guidance-related activity. We found that OSNs that choose to express an OR from a particular clade also express specific subsets of potential axon guidance genes and transcription factors. We validated our identification of candidate axon guidance genes for one clade of OSNs using bulk RNA-seq from a subset of transgene-labeled neurons that project to a single protoglomerulus. The differential expression patterns of selected candidate guidance genes were confirmed using fluorescent *in situ* hybridization. Most importantly, we observed axonal mistargeting in knockouts of three candidate axonal guidance genes identified in this analysis: *nrp1a*, *nrp1b*, and *robo2*. In each case, targeting errors were detected in the subset of axons that normally express these transcripts at high levels, and not in the axons that express them at low levels. Our findings demonstrate that specific, functional, axonal guidance related genes are expressed in subsets of OSNs that that can be categorized by their patterns of OR expression.

## Author summary

Assembling the brain circuitry responsible for our sense of olfaction is a formidable task. The sensory neurons that detect odorants in the nasal epithelium, the olfactory sensory neurons, choose to express a single odorant receptor from a large gene repertoire. Sensory neurons that choose a particular odorant receptor are intermixed with other neurons that have chosen different receptors. Remarkably, all the sensory neurons that choose a particular odorant receptor project axons to the same target region in the brain, while those choosing to express other odorant receptors project axons to different target regions. Presumably, this specificity in axon targeting is related to the differential expression of guidance related genes in subsets of sensory neurons. Is there a systematic method for their identification? Here we use single-cell RNAseq to characterize the transcriptional profiles of individual olfactory sensory neurons. We identify candidate guidance related genes whose expression is correlated to the simultaneous expression of particular odorant receptors. We show in loss of function studies that some of these guidance related genes are required for the guidance of specific subsets of olfactory sensory neurons. This general approach may open the door to the systematic identification of genes that guide axons to their specific targets during the assembly of developing neural circuits.

## Introduction

The development of the nervous system requires that cell fate specification be coordinated with axonal pathfinding, dendrite formation, and synapse formation. Since specific neuronal populations connect with particular regions in the brain, cellular identity is tightly linked with the expression of distinct axon guidance molecules that regulate target selection. In the developing olfactory system, the cellular identity of olfactory sensory neurons (OSNs) is manifested by the expression of particular odorant receptors (ORs). Each OSN expresses only one OR out of a large repertoire available in the genome [1–4]. In the mature nervous system, OSNs project axons to reproducibly positioned, OR-specific glomeruli in the olfactory bulb [5–7]. Olfactory experience is thus projected onto the brain as a topographic map of glomerular activity [8, 9]. The formation of olfactory circuitry therefore requires a close co-ordination between the expression of particular guidance molecules and particular ORs.

What are some of the molecular mechanisms that lead to the establishment of this pattern of connectivity? In the fly, semaphorin expression in the ventral antenal lobe determines whether entering sensory axons extend into dorsal or ventral regions of the lobe [10]. In the mouse, ventrally expressed Slits induce early arriving, Robo2 expressing OSN axons to target dorsal regions of the olfactory bulb [11, 12]. Further, Sema3F expression in early arriving OSN axons is proposed to restrict later arriving, Nrp2 expressing mouse OSN axons to increasingly more ventral target locations [13]. Segregation of OSN axons into OR specific glomeruli is dependent upon the more granular and mosaic expression of a variety of signaling and adhesion molecules. In the fly, tenurins and tol2-related molecules facilitate matching between specific OSN axons and their appropriate postsynaptic targets [14–15]. In the mouse, the combined activity of adhesion and signaling molecules including kirrels, BIG-2, clustered protocadherins, and ephrinAs are thought to drive OSN axon segregation and glomerulus formation [16–19]. Finally, odorant stimulated activity of OSNs leads to a pruning of mistargeted axons and refinement of glomeruli [20]. In both the fly and the mouse, OR choice and glomerular position are tightly coordinated. In the fly, ORs are dispensable for glomerular targeting and a network of transcription factors are likely to determine both cell identity and guidance receptor expression [21–24]. In contrast, OR expression affects glomerular targeting in the mouse [7, 25]. This has led to the development of a model in which OR activity influences the expression of guidance receptors and adhesion molecules including NRP1 and the kirrels [16, 26].

In spite of this progress in understanding the development of olfactory circuitry, there is still much to learn about how olfactory axons navigate to their appropriate targets, particularly in vertebrate systems. RNA-seq is a valuable approach for the identification of new candidate guidance-related genes. Several studies have examined the transcriptomes of OSNs as revealed by bulk RNA-seq of pooled olfactory sensory neurons [27–32]. Typically the pooled cells were selected using broad markers such as the Olfactory Marker Protein (OMP). This approach has identified axon guidance molecules that are expressed at various stages of neuronal maturation [28]. Single cell RNA-seq studies have revealed that OSNs express multiple OR transcripts early before settling on a single OR [31–34]. However, little attention has been paid to differentially expressed transcripts that could regulate specific axonal targeting of particular OSNs. There is a dearth of markers that label smaller OSN subpopulations within the broader OMP population, making it difficult to identify axon guidance mechanisms through which OSNs achieve differential targeting. It is equally challenging to study the correlation between OR-specific neuronal identity and guidance molecule expression, a fundamental feature of olfactory circuit development.

We used single-cell RNA-seq in the olfactory system of larval zebrafish to address these issues. OSNs are born, differentiate, and extend axons to the bulb starting around 30 hpf [35]. By 72 hpf a crude topographic map is already established in the olfactory bulb with OSN axons targeting 11 discrete, individually identifiable neuropilar regions called protoglomeruli [35]. Our previous work showed that OSNs choosing to express the most related ORs innervate a common protoglomerulus, thus demonstrating an early link between neuronal identity and axon guidance [36]. OSNs choosing to express ORs from OR clades A or B project to the CZ protoglomerulus, while those expressing ORs from OR clade C project to the DZ. What are the molecular mechanisms that enable these nearly identical OMP expressing axons to specifically target either the CZ or the DZ protoglomeruli? We hypothesize that there are distinct, target specific sets of guidance receptors expressed by each category of neuron. Further, since axons that express related ORs converge onto the same protoglomerulus, guidance molecules should be differentially expressed depending upon the OR they express. For these reasons, we set out to identify guidance related molecules that are differentially expressed depending upon the OR an OSN chooses to express.

In this study we show that differentially expressed transcription factors and guidance related molecules can be identified in specific subsets of OSNs expressing related ORs. In this way we identify candidate axonal guidance molecules that have the potential to guide distinct sub-classes of OSNs to specific targets in the bulb. We show that different subsets of axon guidance transcripts show strong correlation with specific subsets of transcription factors, potentially identifying transcriptional pathways that could coordinate neuronal identity with axon guidance. Finally, we provide evidence that three of the candidate guidance genes we identify: *nrp1a*, *nrp1b*, and *robo2;* are functionally required for targeting particular subsets of axons to distinct protoglomeruli. Our findings are consistent with a model of olfactory map formation in which subsets of OSNs express common guidance molecules leading them to target larger protoglomeruluar regions that are subsequently subdivided into smaller OR-specific glomeruli later in development.

## Results

### Cell selection, library preparation, and transcriptome generation

OSN axons first reach the bulb 24 hours post fertilization (24 hpf) and their initial targets, the protoglomeruli, are well formed by 72 hpf. OSNs from 48 hpf embryos were collected for analysis to maximize the chances of capturing transcripts relevant to axon guidance. We selected neurons expressing OMP, a marker of mature, axon bearing OSNs. Fish containing the zebrafish OMP promoter driven RFP transgene (*zOMP*:*RFP*; [37]) were intercrossed to obtain OMP:RFP expressing embryos (Fig 1A). RFP positive cells were isolated from dissociated olfactory epithelia by FACS. A cell suspension of the selected cells was loaded onto a Fluidigm C1 chip. Cells were sorted into individual wells, inspected visually to ensure that wells contained single cells, and cDNA was generated and amplified in each well. Fifty-eight single-cell cDNA samples had high yield and an even distribution of transcripts between 800bp-4kb as assessed using a Bioanalyzer. These samples were used for multiplex library preparation. 

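The deposited single-cell data are raw read counts per gene for 47 cells, each cell 1 library, over 29033 genes. In 14 cells the Fluidigm spike-ins had been added and in 33 cells the ERCC spike-ins, and these sets were taken as the independent C1 runs of the methods, although the paper's text does not name which spike-ins went with which run. By the assignments of Table 1 and Fig 1B, 9 cells belonged to clade A, 10 to clade B, 10 to clade C, 13 were mature OSNs without an OR and 5 were immature. Clade A had 5 Fluidigm and 4 ERCC cells, while clades B and C each had 3 Fluidigm and 7 ERCC cells. Before deposit the authors trimmed the reads, aligned them with STAR to GRCz10 and assigned them to genes with VERSE, without normalization. Cells of the same group are not independent replicates, so for tests the raw counts were summed per clade within each spike-in set, which gave 6 sums, 2 per clade. These were compared with edgeR's quasi-likelihood test over the 5623 genes with at least 100 counts in at least 3 of the 29 OR-expressing cells. For descriptions of single cells, counts were scaled to the total of the cell (CPM) or divided by size factors computed by the DESeq2 method.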

Each sample was deep sequenced to a depth of 50 million reads to maximize the chances of capturing transcript differences in less highly expressed genes that may drive subpopulation fate or affect axon guidance. Reads were mapped to zebrafish genome assembly GRCz10 and to a spike-in RNA set. For most cells, approximately 50% of the reads mapped to the zebrafish genome while the remaining reads mapped to spike-in RNAs. In 8 cells less than 15% of the reads mapped to spike-ins. These were likely to be cell clumps that escaped our visual check and were excluded from further analysis. The 50 remaining single-cell transcriptomes typically had an average of 22.6 million mapped reads to the zebrafish genome per single-cell transcriptome. 

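Counts assigned to genes ranged from 6951519 to 30192554 per cell over the 47 cells, with a median of 18164798 and a mean of 17473482. These are reads counted on genes, not all reads mapped to the genome. The median was 19117628 in clade A, 15456625 in clade B, 17012031 in clade C, 19774693 in immature cells and 17763581 in mature cells without an OR. Cells with Fluidigm spike-ins had a median of 20524240 and cells with ERCC spike-ins 17763581. Between 4544 and 8861 genes were detected per cell, with a mean of 6655. No pair of cells held identical counts.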

2 cells had less than 3 million reads mapped to the zebrafish genome and were excluded from the dataset. A third cell was excluded because it had a disproportionate number of reads to a small number of genes.

**Fig 1:**
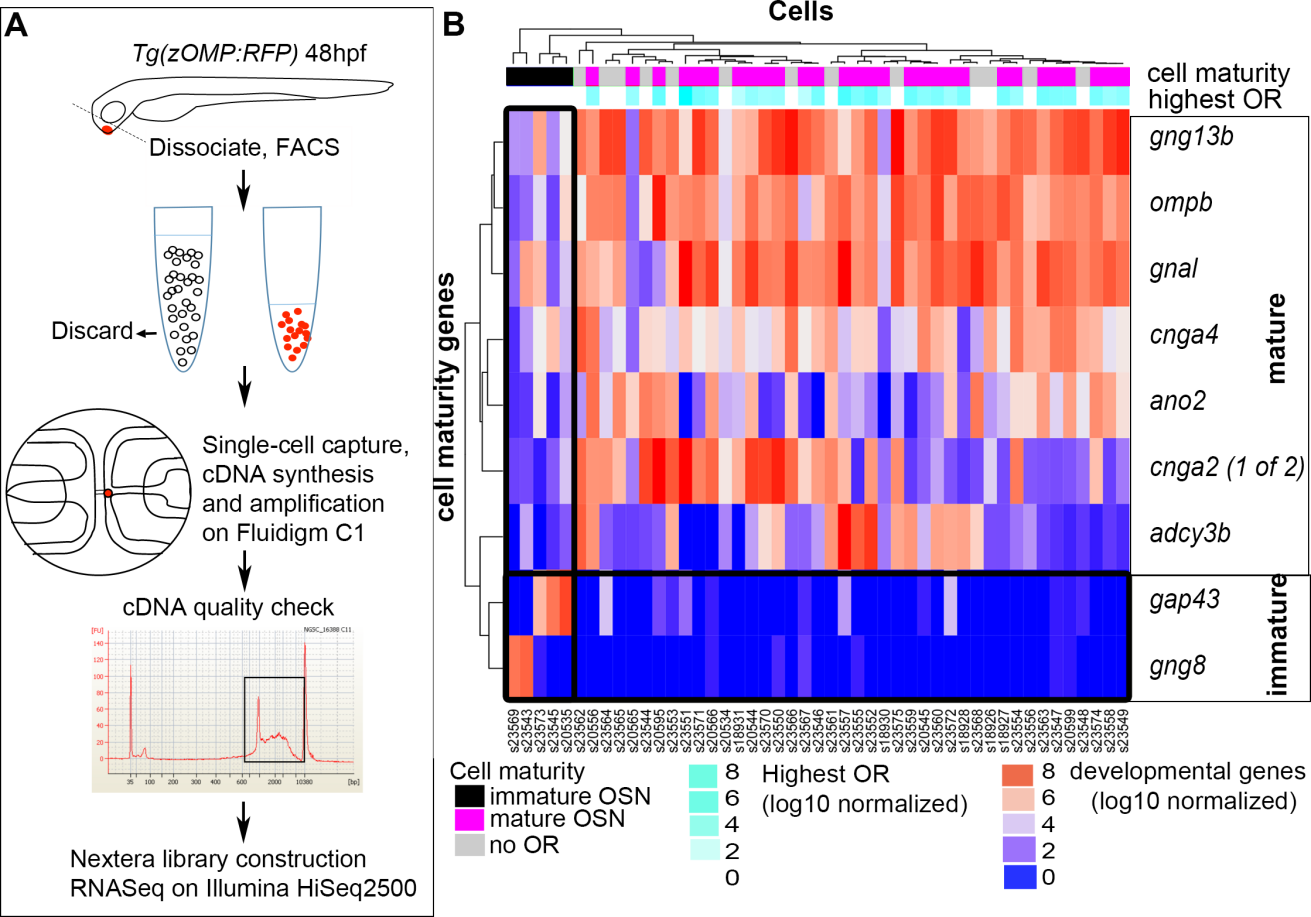
Isolation of single OSNs and identification of mature cells expressing a single predominant OR. (A) Method of isolation of single OSNs. Transgenic zebrafish embryos expressing OMP:RFP were raised to 48hpf. Olfactory epithelia were dissected and dissociated to obtain single-cell suspensions. OMP:RFP expressing neurons were enriched using FACS and loaded onto a Fluidigm C1 microfluidics chip to isolate single cells in singe wells. cDNA synthesis and amplification were carried out directly on the chip. Samples with high yields of cDNA and smooth distributions of RNA lengths were processed though Nextera library prep and Illumina sequencing. (B) A heatmap of normalized marker gene values for 47 single OSN transcriptomes. 5 cells were enriched in markers of progenitor and/or early mature stages (shaded in black on top bar). 42 cells showed strong expression of mature OSN marker genes and low expression of progenitor/earlier mature genes. High OR expression levels (second bar:cyan) were detected in 29 of these mature cells (shaded in magenta on top bar). Three color keys are shown at the bottom: the first pertains to cell age inferred in the topmost bar, the second pertains to log10 values of normalized (predominant) OR expression, and the third relates to log10 values of normalized developmental gene expression.

### The majority of single cell OSN transcriptomes express late stage markers and a single predominant OR transcript

It was first determined if the remaining isolated cells varied in their maturity. Unsupervised hierarchical clustering was conducted based on the expression of OMP and other molecular markers for mature OSNs: *gng13b*, *gnal*, *ompb*, *cnga2*, *cnga4*, *ano2*, and *adcy3b* [31, 33]; and markers for immature OSNs or their precursors: *gng8* [33] and *gap43* [31, 33]. Five cells showed high expression of the immature markers, *gng8* and *gap43*, along with low expression of mature cell markers (Fig 1B: topmost bar, black shading). 

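Among the 5 immature cells, gng8 reached 100 counts in 2 cells and gap43 in 3 cells, so that each of the 5 reached it for 1 of these genes and none for both. The highest gng8 level was 1514 CPM and the highest gap43 level 1164 CPM. Across the 29 mature cells with an OR, gng8 did not exceed 0.159 CPM and gap43 did not exceed 9.62 CPM. gap43 reached 100 counts in 1 of these cells and in 1 of the 13 mature cells without an OR. In the latter group its highest level was 12.7 CPM. The median of gng13b was 3.48 CPM in immature cells and 1504 CPM in mature cells with an OR, and that of ompb was 0.556 and 582 CPM, although 1 immature cell had 403 CPM of gng13b. When the cells were clustered by average linkage on the log10 normalized counts of the 9 markers, 2 of the 5 immature cells and 0 of the mature cells fell outside the largest of 2 clusters. With 3 clusters, all 5 immature cells and 3 mature cells did. On normalized counts without a logarithm, 0 immature cells fell outside the largest cluster in either case. In the comparison of sums, edgeR called 0 of 7886 genes between immature and mature OR-expressing OSNs at an adjusted p of 0.05. DESeq2 called 1273, and 173 genes had an unadjusted p under 0.05 in edgeR. The immature sums held 1 Fluidigm and 4 ERCC cells, so that 1 of them was a single cell. Even gap43, a marker used to make the groups, was not called, at a log2 fold change of 11.71 (standard error 5.39). The lack of calls therefore does not show that the groups are alike. Without the immature sum of replicate 2 edgeR called 1 gene.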

42 cells showed minimal expression of early stage markers and strong expression of mature cell markers like *gng13b*, *gnal*, *ompb and cnga4*. Thirteen of these mature cells did not express appreciable ORs (Fig 1B: topmost bar, grey shading). They may have yet to turn on their expression of OR genes, or instead, they could be non-OR expressing OMP neurons. None of these cells were found to express another major category of olfactory receptors, the TAAR receptors. They were excluded from further analysis. 

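In the 13 mature cells without an OR, the highest single OR gene ranged from 0.297 to 4.72 CPM, with a median of 1.32 CPM. The corresponding range in the 29 mature cells with an OR was 55.5 to 31580 CPM, with a median of 5767 CPM, so the ranges did not overlap. The cells without an OR had total counts between 9870725 and 28926256. At the lowest of these depths, the weakest predominant OR of any cell would have given 548 counts, whereas the highest OR count in any of the 13 cells was 70. No gene was called between the sums of these cells and those of mature cells with an OR in edgeR's test at an adjusted p of 0.05 over 7886 genes. There 80 genes had an unadjusted p under 0.05, and DESeq2 called 532. The sums without an OR held 2 Fluidigm and 11 ERCC cells. Even or129-1, an OR gene high in several cells with an OR and in none without, was not called in edgeR. The lack of calls therefore does not show that the groups are alike. Leaving out immature replicate 1, which shares the fit, gave 1 gene.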

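The summed CPM of all taar genes was at most 0.551 in the 13 mature cells without an OR, with a median of 0.138. For the ora and olfc families, the highest sums in these cells were 1.50 and 0.674 CPM. In cells with an OR the highest sums were 13120 CPM for taar, 0.396 CPM for ora and 384 CPM for olfc genes.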

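Reads of the most abundant OR gene made up a median of 99.6% of all OR reads per cell in the mature cells with an OR. This share was over 99% in 17 cells and over 90% in 26 of the 29 cells, and its lowest value was 54.8%. Counting only OR genes with at least 10 reads moved the median to 99.7%. Near-identical OR genes could share reads in the authors' counting, so the level of a single OR is less certain than that of its subfamily.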

The remaining 29 mature cells expressed OR transcripts, typically with a single one predominating (Fig 1B: topmost bar, magenta shading), and these were the cells used in all subsequent analyses. 

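The highest single OR gene in the 5 immature cells ranged from 0.404 to 2.64 CPM, with a median of 0.723 CPM, and the sum over all OR genes reached at most 8.68 CPM.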

None of the immature cells expressed appreciable levels of OR transcripts. Thus, a single OR transcript is chosen very early in the development of zebrafish OSNs as the axons are making crucial targeting decisions.

### Classification of OSNs based on their predominantly expressed OR

OSNs that express closely related ORs have been shown to project to the same protoglomerulus [36]. The molecular homology between zebrafish ORs suggests a phylogenetic organization into three major clades that we have designated clades A, B, and C (Fig 2A, [4]). Clade A is comprised of subfamilies or101-114, clade B of subfamilies or115-128, and clade C of subfamilies or129-137. Experiments with BAC reporter constructs for 16 ORs from clades A and B labeled axons that projected to the CZ protoglomerulus, while those for 3 ORs from clade C projected to the DZ protoglomerulus [36]. We therefore classified single OSN transcriptomes by the expression of their predominant OR and assigned each to one of three OR homology clades: A, B, or C (Table 1). 

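In 29 of 29 cells, the clade of the most abundant OR in the deposited counts was the clade assigned in Table 1. Low levels of other ORs were present as well. Of the 36 OR entries of Table 1 under 10 CPM, 24 were ORs that predominated in another cell of the same spike-in set.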

Nine cells were assigned to the clade A category, 10 cells to clade B category, and 10 to clade C category (Table 1). Cell s20599 (marked with *, Table 1) had less than a two-fold expression difference between or106-8 and or111-2. 

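In s20599, or106-8 was at 9161 CPM and or111-2 at 5173 CPM. The share of or106-8 among all OR reads of this cell was 59.8% (95% exact binomial interval 59.6 to 59.9%, which covers counting error only).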

Since both these ORs belong to clade A, s20599 was assigned to clade A. Similarly, s23558 (marked with *, Table 1) had comparable expression levels for 2 OR transcripts, or133-2 and or129-1, both of which belong to homology clade C. Hence, it was assigned to the clade C category. It has been proposed that particular OR genes are first expressed at specific time-points during development [38–40]. 

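In s23558, or133-2 was at 2124 CPM and or129-1 at 1746 CPM. The former made up 54.8% of the OR reads of the cell (95% exact binomial interval 54.4 to 55.3%).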

Only OSNs that expressed markers indicative of mature OSNs were included in our analysis, and ORs from all three clades were equally represented in our dataset. It is possible that OSNs expressing particular ORs differentiated before or after others, but it is unlikely that the differences we see among OSNs categorized by clade can be ascribed to differing levels of maturity. For all subsequent analyses, we compared the expression of transcripts among cells categorized by clade (OR clades A, B, or C), with the underlying assumption that OR clade choice and axon targeting are closely related.

**Fig 2:**
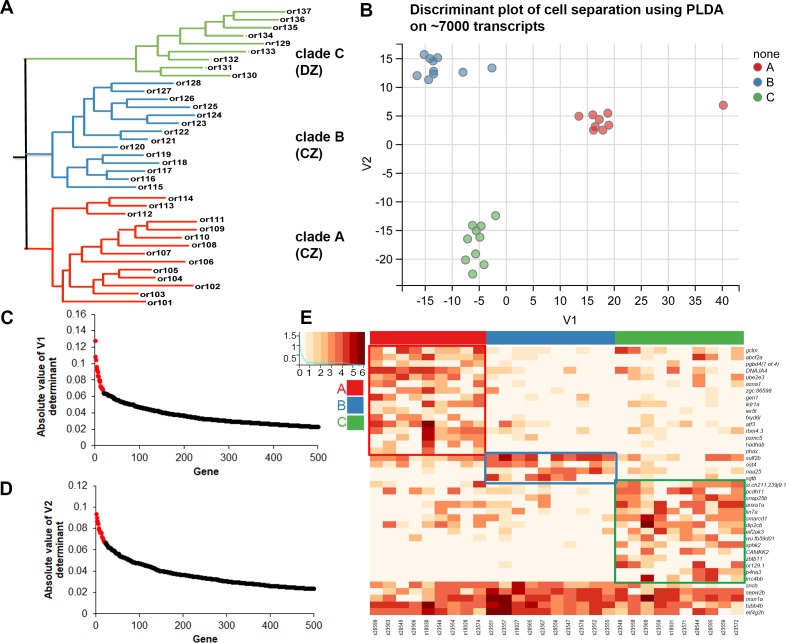
OSN transcriptomes can be differentiated into 3 categories according to the OR clade of their predominant OR. (A) Cladogram showing the 37 zebrafish OR sub-families organized into three major clades provisionally identified as clade A, clade B, and clade C. (B) PLDA was used to identify a combination of genes that provides the most useful classifiers for discriminating between the three clade-specific classes of OSNs. Two discriminant axes were extracted for the three classes that segregate cells into distinct clusters with no overlap. (C, D) The absolute values of co-efficients for the V1 and V2 determinants were sorted and plotted to reveal the most discriminative genes. Genes colored in red dots contributed the most toward the discrete clustering of cells and were used to make the heatmap in E. (E) Heatmap of normalized expression values of the top 40 ranked genes identified using pLDA. Red, blue, and green boxes indicate higher expression of genes in single OSNs expressing ORs from clade A, B, or C cell categories, respectively. Genes at the bottom are expressed in more than one clade of OSNs and are not boxed. Red, blue, and green bars at the top of the heatmap indicate clade-specific cell categories based upon their predominantly expressed OR.

**Table 1:** OR transcripts detected in single OSN transcriptomes.

Sample	OR transcripts detected	OR Read Counts (per million mapped reads)	Predominant OR fold expression	Clade Assigned
**s18928**	**106–8;** 109–4; 109–7	**14123**; 180; 16	>78	A
**s18930**	**111–11;** 106–8	**55**; 2	>21	A
**s20545**	107–1	3835	>1000	A
**s20566**	**106–11;** 125–4	**8655**; 1	>5500	A
s20599*	106–8; 111–2; 111–11; 110–2	9160; 5172; 685; 299	>1.5	A
**s23546**	**112–1;** 103–1	**12914**; 2	>6700	A
**s23554**	**106–3;** 106–2; 132–5	**1647**; 6; 2	>270	A
**s23563**	**112–1;** 111–3; 103–4; 128–10	**14853**; 2; 1; 1	>5500	A
**s23574**	**111–4;** 111–11; 111–6; 111–3	**11205**; 1770; 1579; 4	>6	A
**s18927**	**121-2p;** 111–11; 106–8	**5768**; 9; 4	>600	B
**s20556**	**125–4;** 133–8; 106–7; 133–7	**5153**; 144; 49; 5	>30	B
**s20565**	115–5	**1037**	>1000	B
**s23547**	**128–10;** 112–1; 132–5; zgc:152857/119-1	**10143**; 3; 2; 1	>2800	B
**s23551**	**125–4;** 112–1	**24371**; 3	>6900	B
**s23552**	**zgc:152857/119-1;** 119–2	**31586**; 1	>30000	B
**s23555**	**125–5;** 125–7; 125–6; 125–3	**8376**; 207; 8; 1	>40	B
**s23557**	**119–2;** 132–5	**6548**; 5	>1300	B
**s23567**	**115–12;** 133–2	**98;** 1	>70	B
**s23570**	**116–1;** 111–4; 133–2	**706;** 3; 1	>200	B
**s18931**	**130–1;** 106–8	**154;** 3	>40	C
**s20544**	**129–1**	**3190**	>1000	C
**s20595**	**136–1;** 106–7; 133–1; 125–4; 106–8	**10114;** 676; 2; 2; 1	>14	C
**s23549**	**129–1**	**3483**	>3000	C
**s23550**	**136–1**	**788**	>700	C
s23558*	133–2; 129–1; 112–1; 132–5	2126; 1747; 2; 1	>1	C
**s23559**	**132–5;** 132–4	**31328;** 1	>2100	C
**s23560**	**134–1**; 132–5; 112–1	**773;** 5; 1	>160	C
**s23571**	**133–2;** 133–1; 133–5	**20600;** 9; 1	>2280	C
**s23572**	**129–1;** 133–2; 111–4	**1162;** 2; 1	>530	C

Predominant ORs and their read counts are highlighted in bold. Fold expression was computed by comparing the highest two ORs expressed in each cell.

The OR homology clade–A, B or C—to which each cell was assigned was determined based on the clade of the predominant OR.

Cells highlighted with * did not have a strongly predominant OR.

### Identification of clade-related marker genes

We first sought to identify OR clade-specific gene expression patterns in order to identify potential marker genes that could be used in the future to label each subpopulation of neurons. A total of 29,033 distinct mapped transcripts were filtered to identify those detected in 3 or more mature cells at a level of 100 or more raw counts. 7,027 transcripts met these criteria. 

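Over the 42 mature cells, 7200 of the 29033 genes had at least 100 raw counts in at least 3 cells. Over the 29 mature cells with an OR alone there were 5623 such genes, and over all 47 cells 7886. Lowering the minimum to 10 counts gave 9083 genes in the mature cells, and requiring 5 cells gave 4861.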

Rather than computing gene-by-gene differential expression, we considered multi-variate combinations that might arise from coordinated differential expression of gene sets. We utilized Penalized Linear Discriminant Analysis (PLDA) as implemented in the Penalized LDA package [41], with a lasso penalty on the discriminant vector to induce feature scarcity. Applying this approach to high-dimensional gene expression covariation matrices effectively constrains the solutions when the number of variables is much higher than the number of classes [41]. We extracted two discriminant axes that separated the cells between the three OR clades (Fig 2B). 

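Penalized LDA was written anew from the published description, with a lasso penalty of 0.05 and 2 axes, and applied to log10(normalized count + 1) of the 5623 genes that passed the filter in the 29 OR-expressing cells. All 5623 genes had a loading other than 0 on at least 1 axis. The number depends on how the penalty is scaled. Multiplied by the largest eigenvalue, as in the published definition, the same penalty left 0 genes, and multiplied by the largest singular value it left 5573. With the filter applied over the 42 mature cells, 7200 genes had a loading. The scalings and this filter were chosen after seeing the data.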

The PLDA functions of these two axes contain 2886 genes. The absolute values of loading coefficients for each gene are displayed in rank order for the top 500 genes in each discriminant (Fig 2C and 2D). The 20 highest values for each discriminant axis are colored in red. To mitigate over-fitting the model, 40 genes, representing the cumulative top 20 loadings from each discriminant axis were used to re-compute the penalized LDA function. 

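The 20 genes with the largest absolute loading on each of the 2 axes gave 40 genes, of which 24 are named in the text as clade-specific. Refitted with these genes, the discriminant function classified 99.3% of cells correctly, as the mean of 20 repeats of 6-fold cross-validation (range over repeats 96.6 to 100.0%). The genes had been chosen on all 29 cells, including those later held out. When they were chosen anew inside each fold, without the held-out cells, accuracy was 26.6% (range 20.7 to 37.9%). With genes chosen and functions fitted on the Fluidigm cells, 5 of 18 ERCC cells were classified correctly, while the largest clade held 7 of them. In the opposite direction 4 of 11 Fluidigm cells were correct, and the largest clade held 5. The same calculation was run on 100 groupings in all, the real one and others with clade labels shuffled within each spike-in set. The median accuracy of the shuffled groupings was 98.8% with genes chosen on all cells and 31.9% with genes chosen inside the folds.

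**Figure D1:**
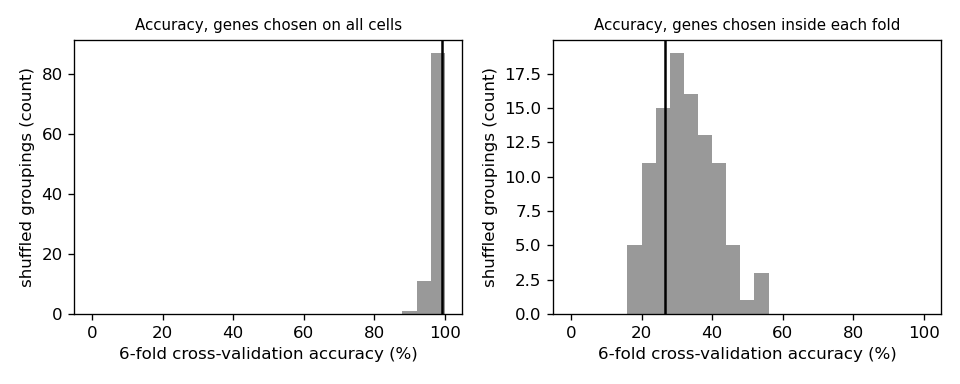
Accuracy of 6-fold cross-validation in percent (x axis) for shuffled groupings of the 29 cells (grey bars, number of groupings) and for the real clades (black line), with genes chosen on all cells (left) or inside each fold (right). The line stands at 99.3% on the left and at 26.6% on the right, inside the range of the shuffled groupings in both.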

Cross-validation accuracy of this reduced discriminant function was 98.6%. The utility of this sparse feature set of 40 genes in capturing clade-specific structure within single cell OSNs transcriptomic landscape can be seen in Fig 2E. Genes whose expression is high in each clade related group are boxed. Genes *gclm*, *abcf2a*, *pgbd4*, *DNAJA4*, *ube2e3*, *asna1*, *zgc*:*86598*; *gen1*, *ildr1a*, *ier5l*, *fxyd6l atf3*, *rbm4*.3, *psmc5*, *hadhab*, and *phax* are strongly expressed in clade A cells. 

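The 16 genes are all in the count table, and 15 of them had their highest mean CPM in clade A. Each reached 100 counts in 2 to 8 of the 9 clade A cells, with a median of 5 cells. Within the Fluidigm cells 15 of the 16 genes, and within the ERCC cells 16, had a higher mean in clade A than in the other clades. The median log2 difference of mean CPM + 1 was 5.21 and 4.61. The study chose these genes on the same cells, so the differences are a description and not a test. When the sums were compared without this choice, edgeR called 1 of 5623 genes between clade A and the mean of clades B and C, with 284 genes at an unadjusted p under 0.05. This gene, calb2a, is not among the 16 and was singled out after its values were seen. Its log2 fold change was -3.77 (standard error 0.80, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but within the ERCC cells alone clade A was higher by 0.55. With the spike-in set as a block edgeR also called 1 gene, but another one. DESeq2 called 800 genes on the same sums, and edgeR called 0 in 12 of the 35 cases in which 1 sum or cell was left out, among them either clade A sum, clade B replicate 1 and clade C replicate 1, with 119 to 317 genes at an unadjusted p under 0.05. In sums simulated with the spread of the real ones, edgeR recovered 1 of 200 genes changed 64-fold.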

Genes *sulf2b*, *ost4*, *naa25*, and *sgtb* show elevated expression in clade B cells; while clade C cells show elevated expression for *si*:*ch211-239j9*.*1*, *pcdh11*, *snap25b*, *anxa1a*, *lin7a smarcd1*, *dlp2cb*, *eif2ak3*, *wu*:*fb59d01*, *sphk2*, *CAMKK2*, *zbtb11*, *or129-1*, *p4ha3 and lrrc4bb*. 

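All 4 clade B genes and 14 of the 15 clade C genes had their highest mean CPM in the clade named. The clade B genes reached 100 counts in 5 to 9 of the 10 clade B cells, and the clade C genes in 1 to 8 of the 10 clade C cells. In the comparison of sums, edgeR called 1 gene for clade B (calb2a, log2 fold change 3.26, standard error 0.63, adjusted p = 0.0016) and 1 for clade C, or129-1. The latter, an OR gene and therefore part of the definition of the clade, had a log2 fold change of 14.20 (standard error 2.7, adjusted p = 8.2e-04) and reached 100 counts in 1 Fluidigm and 3 ERCC cells of clade C. It was higher by 10.36 in the Fluidigm and 9.89 in the ERCC cells. At an unadjusted p under 0.05 there were 292 and 310 genes, and DESeq2 called 982 and 935. With 1 sum or cell left out in turn, edgeR called 0 to 10 genes for clade B and 0 to 5 for clade C, and each of these genes was called in 30 of 35 cases. Clade B had 10 genes without s20556, and clade C had 5 without s18931. None was called for clade B without clade A replicate 1, clade B replicate 1, clade C replicate 2 or s20544. None was called for clade C without clade A replicate 1, clade A replicate 2, clade B replicate 2 or clade C replicate 1. In these cases 129 to 254 and 117 to 274 genes had an unadjusted p under 0.05.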

A majority of these genes encode intracellular metabolic enzymes, a smaller number are cell surface proteins, and one is a transcription factor. Some of these genes may serve as useful markers for clade-specific subsets of OSNs. Four of these genes are cell surface receptors and three of them are candidates for guidance genes: *ildr1a*, *pcdh11*, and *lrrc4b*. Interestingly, clade B cells may have a transcriptional profile that is distinct from that of clade A. This raises the possibility that OSNs expressing ORs from clade A as compared to clade B are distinct, even though they all project to the CZ protoglomerulus. The remaining genes are expressed in quantitatively but not qualitatively useful patterns, and are unlikely to be useful in classifying OSN subsets. Overall, our findings suggest that PLDA can identify genes that are expressed in OSNs that express ORs from particular clades.

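Accuracy with genes chosen on all cells was 97.9% for normalized counts without a logarithm and 93.7% without s20599 and s23558. It was 96.7% with the genes filtered over the 42 mature cells, a setting chosen after seeing the data, and 28 of its 40 genes are named in the text. The paper proposes from its own findings that PLDA can identify genes expressed in OSNs with ORs of a given clade.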

### Identification of clade-related candidate guidance genes

Our primary focus was to identify candidate guidance-related genes that could account for the differential targeting of OSN axons to different protoglomeruli in the bulb. Target-P [42] was used to identify genes with N-terminal signal sequences. Signal sequences mark genes destined for intracellular compartments, the cell surface, or secretion. Since axon guidance receptors are associated with the cell surface and axon guidance cues are either associated with the cell surface, the ECM, or are secreted, this approach provides us with an unbiased gene set potentially involved in the guidance of olfactory axons. Target-P identified 6696 genes in the zebrafish transcriptome with an N-terminal signal sequence, and of these, 6197 were expressed in our single cell transcriptomes. Of these, 1156 genes were expressed in three or more mature cells at minimum raw counts of 100. OR genes were removed from the list.

Using PLDA, we extracted two discriminant axes separating cells of the three OR-clades. The PLDA functions contain 343 genes with signal sequences (Fig 3A). The genes loading to the V1 and V2 discriminant axes were plotted in descending order of their absolute value (Fig 3B and 3C). Sparse discriminant functions (see methods) from this feature set had cross-validation accuracy of 100%. Of the approximately top 50 loadings for each discriminant axis (105 total), we selected genes most likely to be secreted or localized to the cell surface in order to enrich for potential axon guidance-related molecules (Fig 3B and 3C, red dots). A total of 47 of 105 genes were selected as having the potential to be guidance related based upon annotations in UNIPROT [43]. Three of these are secreted and the rest are localized to the plasma membrane. Visualizing the expression of these 47 candidate ‘guidance genes’ in a heatmap shows that 40 of them are expressed most highly in just one of the three clade-related categories (Fig 3D). 

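Of the 40 genes boxed in Fig 3D, 40 had their highest mean CPM in the clade of their box. In 33 of them the clade was also above the other cells within both spike-in sets. A boxed gene reached 100 counts in a median of 3 of 9 cells for clade A, 3 of 10 for clade B and 4 of 10 for clade C. These labels were read from the figure and are used for description only.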

Some of the cell surface genes are canonical guidance receptors such as *robo2*, *nrp1a*, and *nrp1b*. *lrp5* also plays a role in axon guidance [44] while other genes like *nlgn2a*, *nlgn3b*, and *lrrc4b* have been shown to be important for synapse formation [45, 46]. These genes are novel candidates for playing a role in the guidance of OSNs. An interesting observation is that of the 47 guidance candidates, many belong to common families such as *nrp*, *lrp*, *fxyd*, and *fzd*. There are multiple instances where genes belonging to the same family show higher expression in different classes of neurons. For example, *nrp1a* has higher expression in clade A cells while *nrp1b* is has higher expression in clade C cells. *lrp11* and *lrp5* show higher expression in clade A cells while *lrp1ab* is highly expressed in clade C cells. On the other hand, *fzd3a* and *fzd8a* both show higher expression in clade A OSNs. These findings are consistent with the idea that a large number of signaling systems potentially contribute to OSN axon targeting, and that particular family members may guide single subsets of OSNs to their targets.

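nrp1a reached 100 counts in 5 of 9 clade A cells, 2 of 10 clade B cells and 0 of 10 clade C cells. nrp1b did so in 2 of 9 clade A and 2 of 10 clade C cells, and its median was 0.314 CPM in clade A and 0.151 CPM in clade C. The mean of nrp1b was 51.1 CPM in clade C against 18.6 CPM in clade A, and a single clade C cell, s18931, had 452 CPM. Within the ERCC cells the mean was higher in clade A, at 41.5 CPM against 8.27 CPM. lrp11 was detected at 100 counts in 3 clade A cells and 1 clade C cell, lrp5 in 3 clade A cells and 1 clade B cell, and lrp1ab in 3 clade C cells only.

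**Figure D2:**
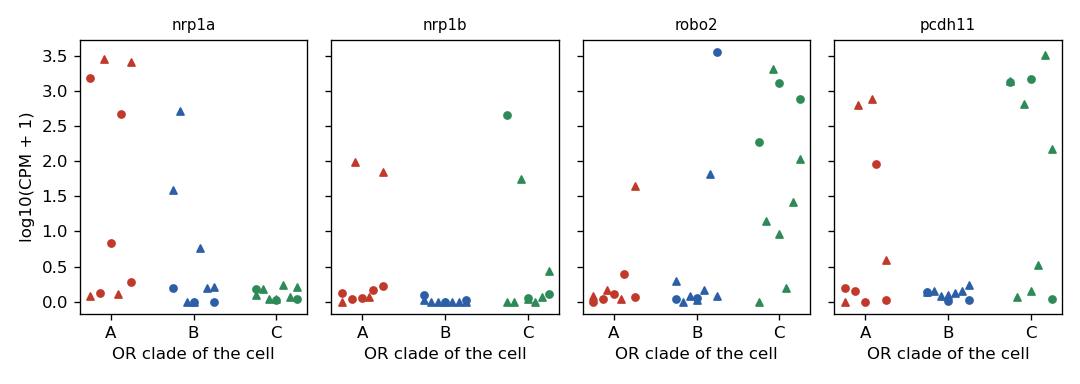
Level of nrp1a, nrp1b, robo2 and pcdh11 in each of the 29 OR-expressing cells, as log10(CPM + 1) (y axis, a log scale), by OR clade (x axis); circles are cells with Fluidigm and triangles cells with ERCC spike-ins. For nrp1b the high cells are 2 in clade A and 2 in clade C.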

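fzd3a reached 100 counts in 5 of 9 clade A cells, 1 of 10 clade B cells and 0 of 10 clade C cells, and fzd8a in 2 clade A cells and in no cell of the other clades. The mean of fzd3a was 19.1, 8.63 and 0.277 CPM in clades A, B and C. Within the ERCC cells the mean of fzd3a was higher in clade B, at 12.3 CPM, than in clade A, at 2.21 CPM.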

**Fig 3:**
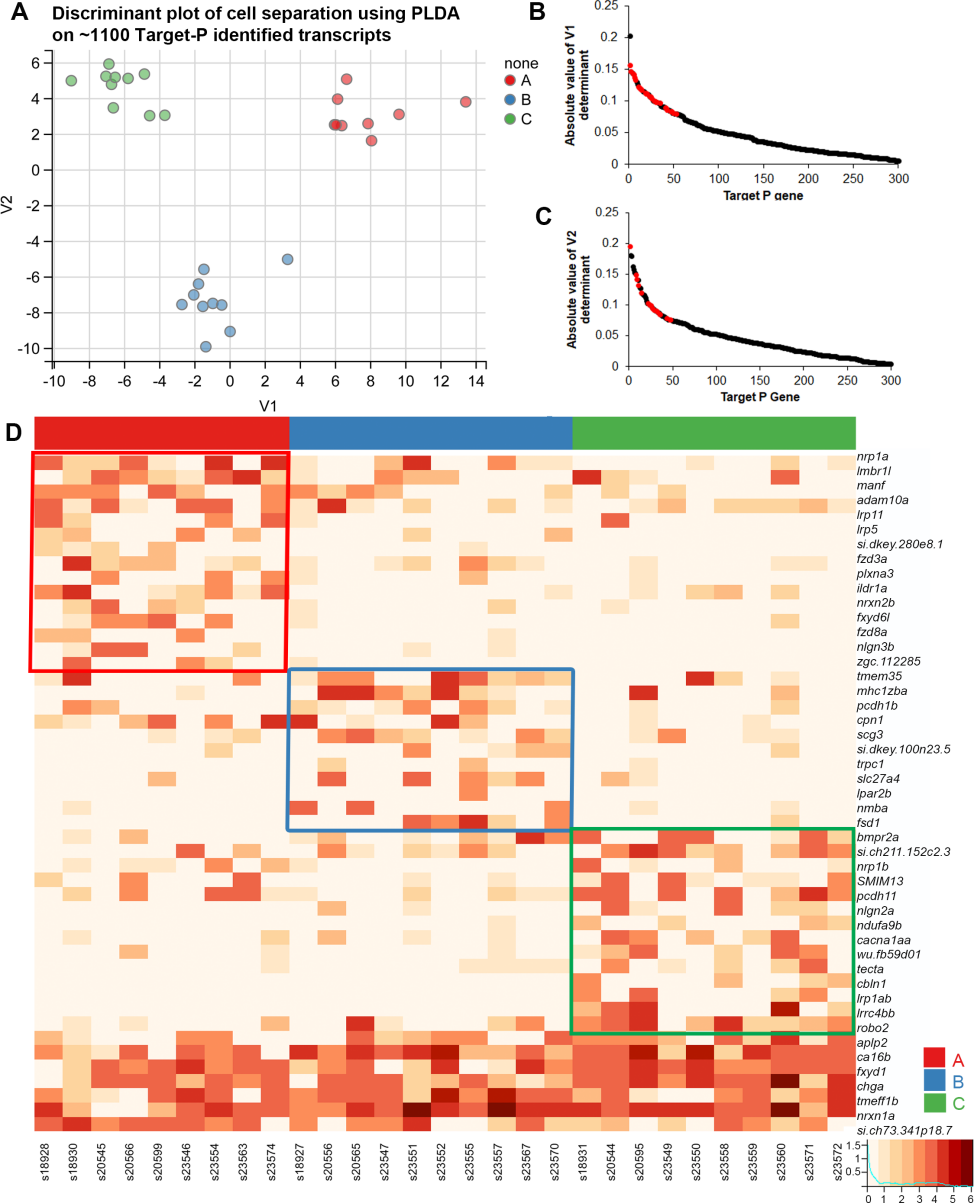
OR clade choice is related to the expression of distinct guidance gene transcripts. (A) PLDA using a ‘membrane-associated’ subset of transcripts selected using TargetP. OSNs can be discriminated into three distinct clusters along the two extracted determinants. (B, C) Distribution of the V1 and V2 loading values for 343 genes shows the top candidate plasma membrane associated or secreted transcripts (red dots) that contribute towards OSN discrimination. Top genes that have not been shaded in red localize to intracellular compartments like the endoplasmic reticulum, Golgi complex or lysosomes and hence are not likely to place a direct role in axon guidance. (D) Heatmap of normalized expression values of top 47 candidate guidance related transcripts. Red, blue, and green boxes indicate higher expression of genes in single OSNs expressing ORs from clade A, B or C, respectively. Genes at the bottom are expressed in more than one clade of OSNs and are not boxed.

### Identification of clade-related transcription factors

One mechanism that could explain the coordination of OR choice and OSN targeting would be that their expression is regulated by some of the same transcription factors. If true, there should be distinct transcription factor profiles associated with each clade-specific category of OSN. Of the 2345 annotated transcription factors in zebrafish (AnimalTFDB 2.0 [47]), 1610 were detected in our single cell dataset, 283 of which met the 3 cells with a minimum of 100 raw counts expression threshold criteria. PLDA using these transcription factors revealed 218 genes whose expression discriminated between the 3 clade-based categories of OSNs (Fig 4A, 4B and 4C). The top 20 genes based on the absolute value of the loadings in each discriminant axis were used to re-compute a penalized LDA function consisting of a sparse 40-gene feature set. Cross-validation accuracy of this sparse PLDA function was 95.9%. 

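Of the 31 transcription factor genes boxed in Fig 4D, 30 were matched to the count table. For 28 of these the highest mean CPM was in the clade of the box, and for 23 that clade was above the other cells within both spike-in sets. Each was detected at 100 counts in a median of 3 cells of its clade.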

An analysis of these 40 genes contributing to the V1 and V2 discriminant axes identified 31 transcription factors that show higher expression in one of the 3 clade related categories of cells (Fig 4D). We next examined if the transcription factors and guidance genes identified through PLDA showed co-expression patterns correlated with the OR clades in which they were expressed. We computed Pearson’s correlation coefficients (Fig 5) between all pairs of a combined set of the top guidance related (from Fig 3D) and transcription related (from Fig 4C) transcripts that are expressed in only one clade-related category of OSNs. Genes are annotated for the clade-specific category in which they showed higher expression and ordered by unsupervised clustering using average linkage to produce the heat map in Fig 5 (clade A: red circles, clade B: blue circles, clade C: green circles). This correlation plot shows 3 easily identifiable blocks of higher correlation coefficients. 

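The labels read from Fig 5 came to 81 genes, where its legend counts 71. Over these 81 genes, the mean Pearson's r across the 29 cells was 0.196 for pairs of genes of the same clade and -0.0853 for pairs of different clades, a difference of 0.281. Within the Fluidigm cells the difference was 0.315 and within the ERCC cells 0.233. The genes had been selected for differing between clades in these cells. After the clade means were removed from each gene, the difference was 0.0347. Genes are not independent replicates, so no test was made.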

The blocks correspond to OSNs expressing ORs from clades A, B, or C. These findings demonstrate the correlated co-expression of distinct ORs, transcription factors, and potential guidance related genes within our dataset.

**Fig 4:**
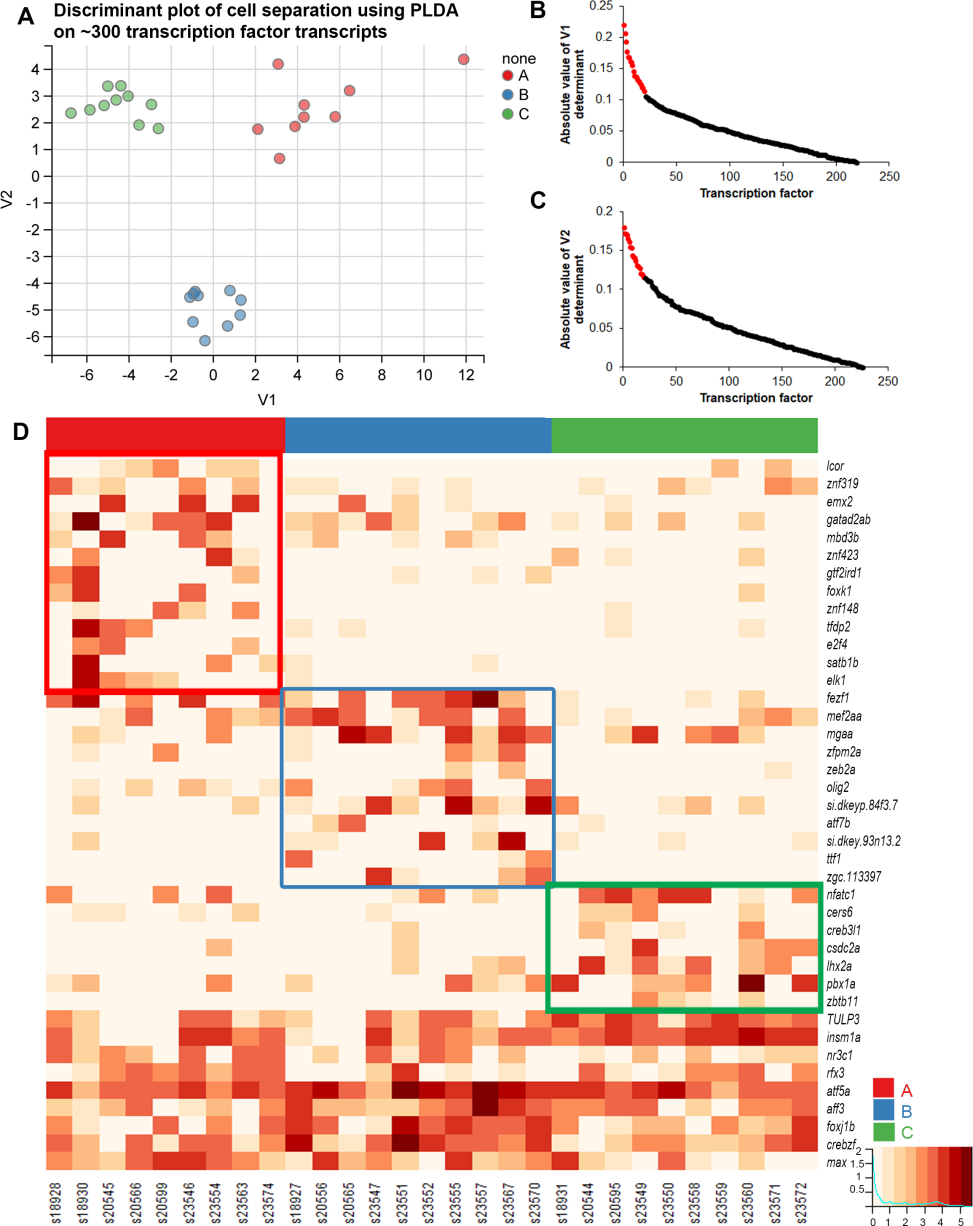
OR clade choice is related to the expression of distinct transcription factor transcripts. (A) PLDA using the transcription factor subset of transcripts. OSNs can be discriminated into three distinct clusters along the two extracted determinants. (B, C) Distribution of the loading values for 283 genes shows the top transcripts (red dots) that contribute towards OSN discrimination. (D) Heatmap of top 40 transcription factors boxed in red, blue, or green to highlight genes with higher expression in clades A, B, or C OSNs, respectively.

**Fig 5:**
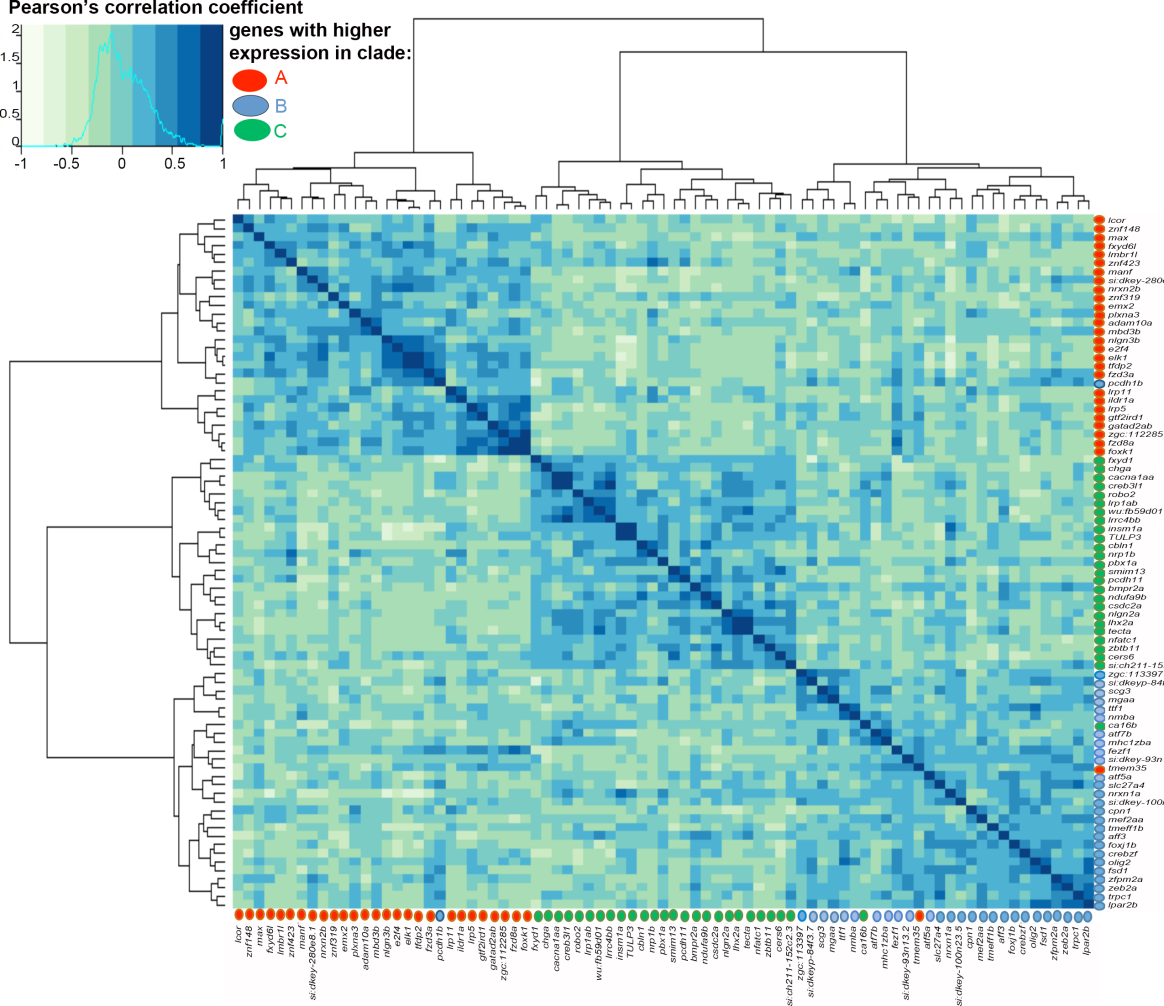
Clade specific co-expression of selected transcription factors and guidance related transcripts. Unsupervised clustering using average linkage of the Pearson’s correlation coefficients relating expression levels of 71 guidance related genes and transcription factors. Three distinct clusters are seen and each cluster is comprised of genes that show higher expression in the same clade as compared to the others. Transcripts expressed at higher levels in clades A, B, and C are indicated using red, blue, and green circles, respectively.

### A subset of transgenically labeled OSNs that project to the CZ protoglomerulus conform to the clade A transcription profile

We next wanted to evaluate the biological significance of the gene expression patterns identified through PLDA. We took advantage of the *Tg(or111-7*:*IRES*:*GAL4*) line of fish that carries a transgene in which *or111*-7 and *GAL4* expression are driven by the combined action of an enhancer element found near the *or111* subfamily gene cluster and the promoter for *or111*-7. The resulting expression of GAL4 labels a subset of OSNs whose axons project to the CZ and LG1 protoglomeruli ([48] Fig 6A, purple and grey axons). *or111*-7 is a member of the clade A category of ORs and the projection to CZ is expected while the projection to LG1 is aberrant [48]. We generated fish larvae containing *or111*-*7*:*IRES*:*GAL4*; z*OMP*:*RFP*; and *UAS*:*Citrine* transgenes. In these larvae OSNs expressing both Citrine and RFP project exclusively to the CZ protoglomerulus (Fig 6A, purple axons). 48 hpf olfactory epithelia were dissociated before performing a two-way FACS to select OSNs expressing both RFP and Citrine (Fig 6B). Approximately 1000 cells were collected for each of three replicates, total RNA was isolated, mRNAs were amplified by reverse transcription using oligo-dT fused to a T7 promoter sequence [49], libraries were constructed and sequenced. 

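The 3 bulk libraries of CZ-projecting OSNs were deposited as raw counts for the same 29033 genes, and their totals were 2651985, 6250589 and 5320049. Between 11377 and 18457 genes were detected per library. Bulk and single cells were sorted and prepared separately, and for this reason no gene was tested between them. The paper's text describes amplification by oligo-dT-T7 primers, whereas the sample labels name the SMARTer kit, so that the method of the bulk libraries is not settled. In the bulk libraries or111-7 was at 55.5 ± 36.9 CPM (SD, n = 3), and at 34.2 CPM without library 1, and ompb at 239 ± 132 CPM (SD, n = 3).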

We hypothesized that the gene expression profile of *or111-7*:*IRES*:*GAL4*; *UAS*:*Citrine;* z*OMP*:*RFP* expressing OSNs should best match that of clade A single cells. Unsupervised clustering was performed with Principal Component Analysis using only the 40 class specific genes we identified (in Fig 2E) that most strongly discriminate between the clade A, B, and C categories of OSNs. The results are plotted for each of the 29 single cell transcriptomes together with the three replicates of the CZ projecting bulk transcriptomes (Fig 6C). First note that the single-cell transcriptomes organize into three distinct, clade-specific clusters on the two principal component axes. Second, the three CZ projecting OSN transcriptomes are most closely associated with the clade A cluster. 

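Principal components were computed on log10(normalized count + 1) of the 35 genes named in the text for the clades, over 29 cells and 3 bulk libraries. On the first 2 components all 3 bulk libraries lay nearest to the mean of clade A, at distances of 2.01, 4.26 and 4.16. Their distances to clade C were 6.52, 6.3 and 5.70, and those to clade B 7.86, 9.65 and 9.08. On normalized counts without a logarithm, all 3 lay nearest to clade B. Under the other alternatives run, and with each library left out in turn, clade A was nearest for every library used. The median log2 difference of bulk over cells was 1.06 for 15 clade A genes, -0.48 for 4 clade B genes and -1.32 for 14 clade C genes, at the 99.8, 68.3 and 24.0 percentiles of random gene lists matched on the mean level in cells. In each library alone the clade A median was 0.67 (14 genes), 0.16 and 0.86, and the clade B and C medians were negative. The study chose these genes on the same cells. With cells of the Fluidigm set only, the clade A median was at the 95.2 and the clade C median, 0.0234, at the 70.2 percentile. With cells of the ERCC set only, clade A was at the 86.6 percentile, and without bulk library 1 the clade A median was 0.65.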

The same result was obtained when only the 47 candidate guidance related genes identified by PLDA (in Fig 3D) were used to perform an unsupervised clustering of the single cell and CZ projecting transcriptomes (Fig 6D). This suggests that the guidance receptor transcriptome profile of the CZ projecting OSNs is most similar to clade A category OSNs. It provides additional support for the idea that the candidate guidance genes we identified are associated with CZ protoglomerular targeting.

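With the 47 genes labelled in Fig 3D, the distances of the bulk libraries to clade A were 2.48, 3.73 and 3.47 on the first 2 components. Those to clade C were 5.00, 4.13 and 4.15, so that the nearest clade was A for each library.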

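In the bulk libraries nrp1a was at 173 ± 137 CPM, robo2 at 174 ± 86.3 CPM, nrp1b at 25.1 ± 28.0 CPM and pcdh11 at 52.4 ± 44.0 CPM (SD, n = 3 each). Without library 1 the means of nrp1a and nrp1b were 95.0 and 9.02 CPM. From the nearness to clade A, the paper proposes that the guidance receptor profile of CZ-projecting OSNs is most similar to that of clade A.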

**Fig 6:**
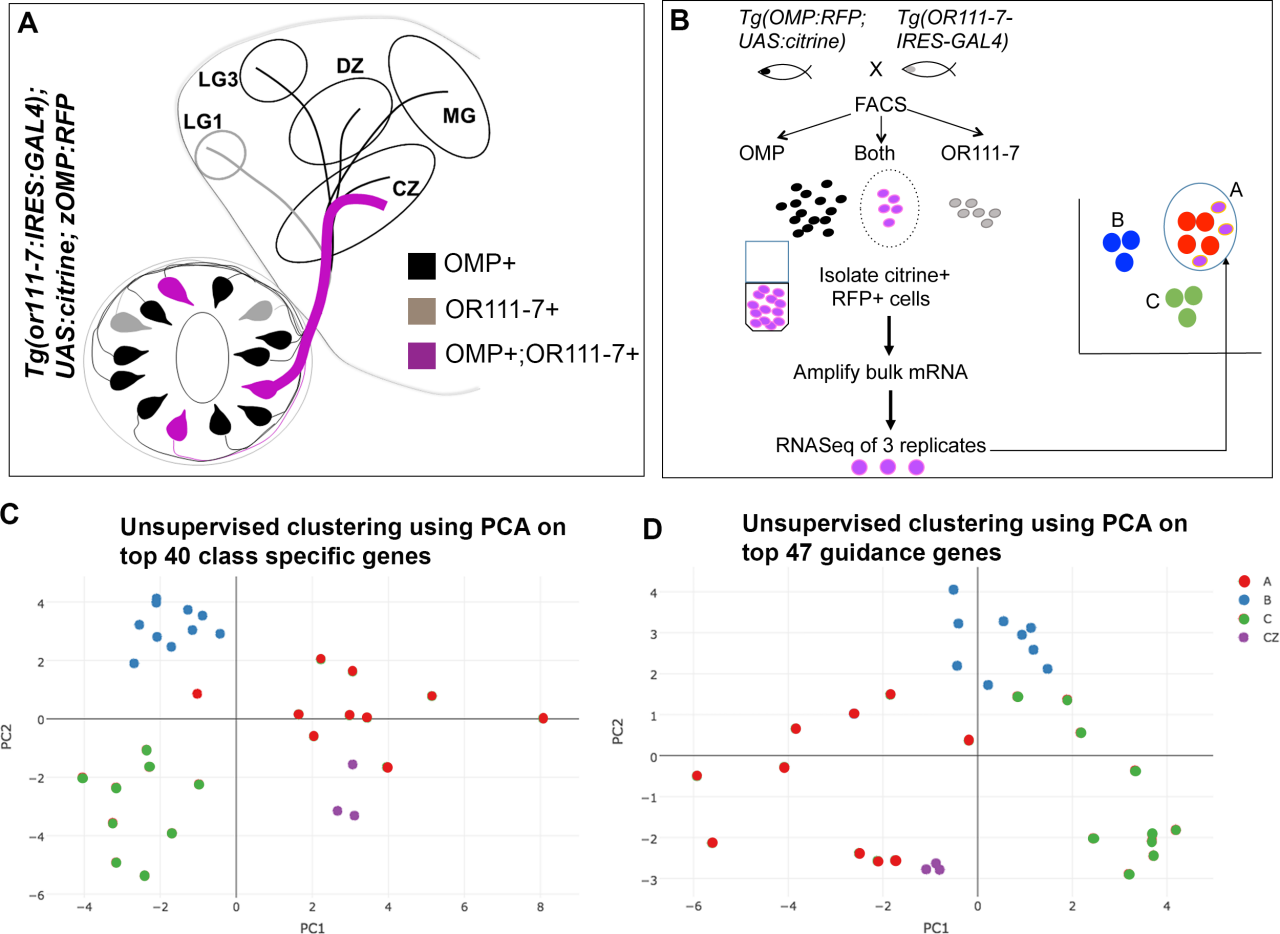
The transcriptome of a subpopulation of CZ-projecting OSNs that projects exclusively to the CZ protoglomerulus resembles those of clade A OSNs. (A) Schematic showing frontal view of a 72hpf double transgenic fish expressing *OMP*:*RFP* (black) and *or111-7*:*IRES*:*GAL4*; *UAS*:*Citrine* (purple and grey). Axons expressing both the transgenes are labelled in purple and project only to the CZ. CZ: central zone, DZ: dorsal zone, MG: medial glomerulus, LG1: lateral glomerulus 1, LG3: lateral glomerulus 3 (B) Method of isolation of *or111-7*:*IRES*:*GAL4* OSN population. Olfactory epithelia were dissected from double transgenic zebrafish embryos at 48hpf and dissociated into single cell suspensions. Two-way FACS was used to isolate cells that expressed both *OMP*:*RFP* (black dots) and *or111-7*:*IRES*:*GAL4;UAS*:*Citrine* (grey dots). This population (purple dots) was processed for RNA extraction and mRNA amplification. Three replicates were generated and compared with single OSN transcriptomes. (C) Unsupervised clustering with PCA of the *or111-7*:*IRES*:*GAL4* population and single OSNs using the top 40 class-specific transcripts shows clustering of *or111-7*:*IRES*:*GAL4* samples with clade A single cells. (D) Unsupervised clustering with PCA of the *or111-7*:*IRES*:*GAL4* population and single OSNs using the top 47 guidance related transcripts again shows clustering of *or111-7*:*IRES*:*GAL4* samples with clade A single cells.

### Validating guidance candidate expression patterns by fluorescent *in situ* hybridization (FISH)

*In situ* hybridizations were performed to verify that the expression of selected guidance-related genes is associated with specific sub-families of ORs. Double fluorescent ISH for each one of the four different guidance receptors *nrp1a*, *nrp1b*, *robo2*, or *pcdh11;* were performed with sub-family (sf) specific cocktails of probes for the *or111*sf (clade A) or the *or133*sf (clade C). Cells labeled with a particular subfamily of OR probes were visually inspected for the presence or absence of guidance gene signal (Fig 7A). Based on our single-cell transcriptome profiles, we would expect clade A enriched gene expression to overlap with *or111*sf expression, while clade C enriched gene expression to overlap with that of *or133*sf expression. As expected, *nrp1a* is co-expressed to a greater degree with *or111*sf than with *or133*sf expressing OSNs (Fig 7B). Also as expected, *nrp1b*, *robo2*, and *pcdh11* were co-expressed to a greater degree in *or133*sf as compared to *or111*sf expressing OSNs. Thus, the pattern of association of guidance receptors with OR subfamilies as seen by FISH is consistent with the single-cell RNA-seq approach. It is important to note that the overlap is a qualitative rather than a quantitative measure and may not reflect true differences in expression levels.

**Fig 7:**
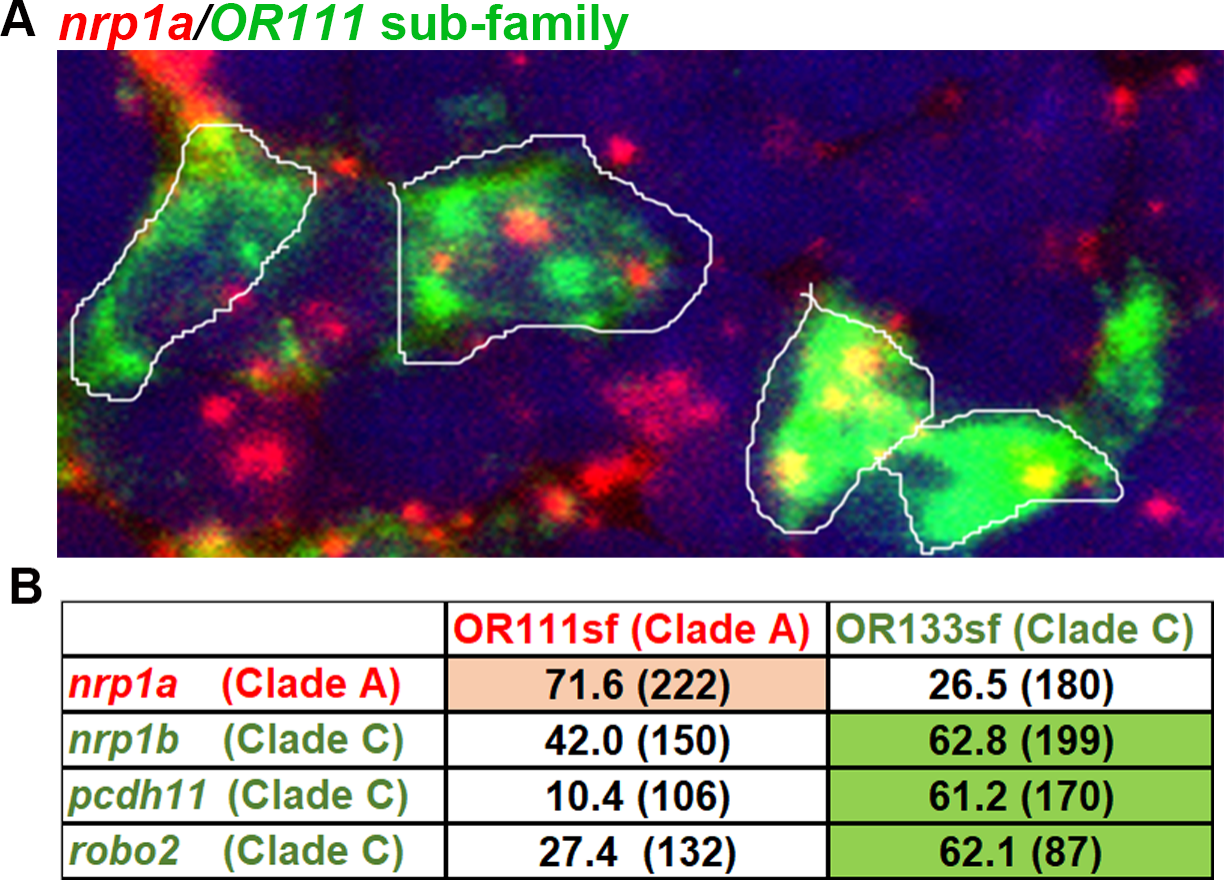
Confirmation of differential gene expression using dual fluorescent *in situ* hybridization. (A) Dual-FISH of *nrp1a* with an *or111* sub-family probe cocktail. Two cells have been highlighted to show that *nrp1a* signal (red) is localized in cells with *or111* subfamily labelling (green). (B) Summary of dual-FISH expression for four candidate guidance receptors. The percentage of OSNs expressing the indicated OR subfamily that also expressed the indicated candidate guidance transcript are noted. The total number of OR subfamily expressing cells counted are shown in parentheses. Pink shading indicates transcripts that showed higher overlap with the *or111* sub-family probe-mix and green shading indicates transcripts that showed higher overlap with *or133* sub-family probe mix. *nrp1a* shows greater overlap with *or111* subfamily expression than with *or133* subfamily expression. *nrp1b*, *pcdh11*, and *robo2* show greater overlap with *or133* subfamily expression than with *or111* subfamily expression.

### Testing selected guidance candidates for their contribution to OSN targeting

In order to test if the candidate genes identified by sc-RNA-seq have a functional role in axon guidance, we used OR reporter lines that express both an OR and the GAL4 activator directly under the control of the OR promoter. *Tg(BACor111*-7:*IRES*:*GAL4)* expresses GAL4 in CZ-projecting OSNs that belong to clade A OSNs, and *(TgBACor130*-1:*IRES*:*GAL4)* expresses GAL4 in DZ-projecting clade C OSNs. GAL4 expressing axons are visualized when these lines are crossed to a transgenic *UAS*:*Citrine* reporter line [36]. We first asked if *nrp1a* is required for the targeting of either of these axon populations. 

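Between the sums of clade A and clade C, nrp1a had a log2 fold change of 11.34 (standard error 4.57, adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 5623 genes). Adjusted over the list alone of nrp1a, nrp1b, robo2 and pcdh11, its p was 0.026 in edgeR, which is not independent evidence because the study chose the list on these cells. With the spike-in set as a block, p adjusted over the list alone was 0.0884 in edgeR, and over all alternatives it ranged from 1.2e-05 to 0.194, the highest without clade A replicate 2. DESeq2 gave an adjusted p of 1.6e-04, and over all alternatives the adjusted p ranged from 1.6e-04 to 1.00. The direction was the same in both spike-in sets, with log2 differences of 8.19 and 9.95, and with each sum or cell left out the fold change stayed between 10.52 and 12.03. At an adjusted p of 0.05 edgeR called 0 genes between these clades, with 182 at an unadjusted p under 0.05, and DESeq2 called 893. The block gave 1 gene, with 125 at an unadjusted p under 0.05.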

Our data shows that *nrp1a* transcripts are highly enriched in clade A cells which are known to project to the CZ, and further, that *or111-7*:*IRES*:*GAL4* expressing OSNs have a similar expression profile as clade A OSNs. In contrast, *nrp1a* is not highly expressed in clade C sensory neurons. 

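The highest nrp1a level in any of the 10 clade C cells was 0.719 CPM. In clade A cells it ranged from 0.184 to 2848 CPM with a median of 5.74 CPM, so that 4 of the 9 cells also had fewer than 100 counts.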

We therefore predict that *nrp1a* should be required for the correct targeting of *or111*-7 axons but dispensable for the targeting of *or130-1* axons. The point mutant *nrp1a*^*sa1485*^ has a nonsense mutation at aa206 which produces a premature stop in Nrp1a [50]. Either *Tg(nrp1a*+/-; *BACor111-7*:*IRES*:*GAL4*) or *Tg(nrp1a*+/-; *BACor130-1*:*IRES*:*GAL4)* fish were crossed with *Tg(nrp1a*+/-; *UAS*:*Citrine)* fish and their progeny genotyped and analyzed. Consistent with expectations, *or111-7* expressing, citrine labeled neurons that should project exclusively to the CZ protoglomerulus, show significantly higher ectopic misprojections to the DZ in *nrp1a* -/- mutant as compared to their WT siblings (Fig 8A–8C). In contrast, *or130-1* expressing neurons navigate normally to the DZ in *nrp1a* -/- mutants (Fig 8J–8L).

**Fig 8:**
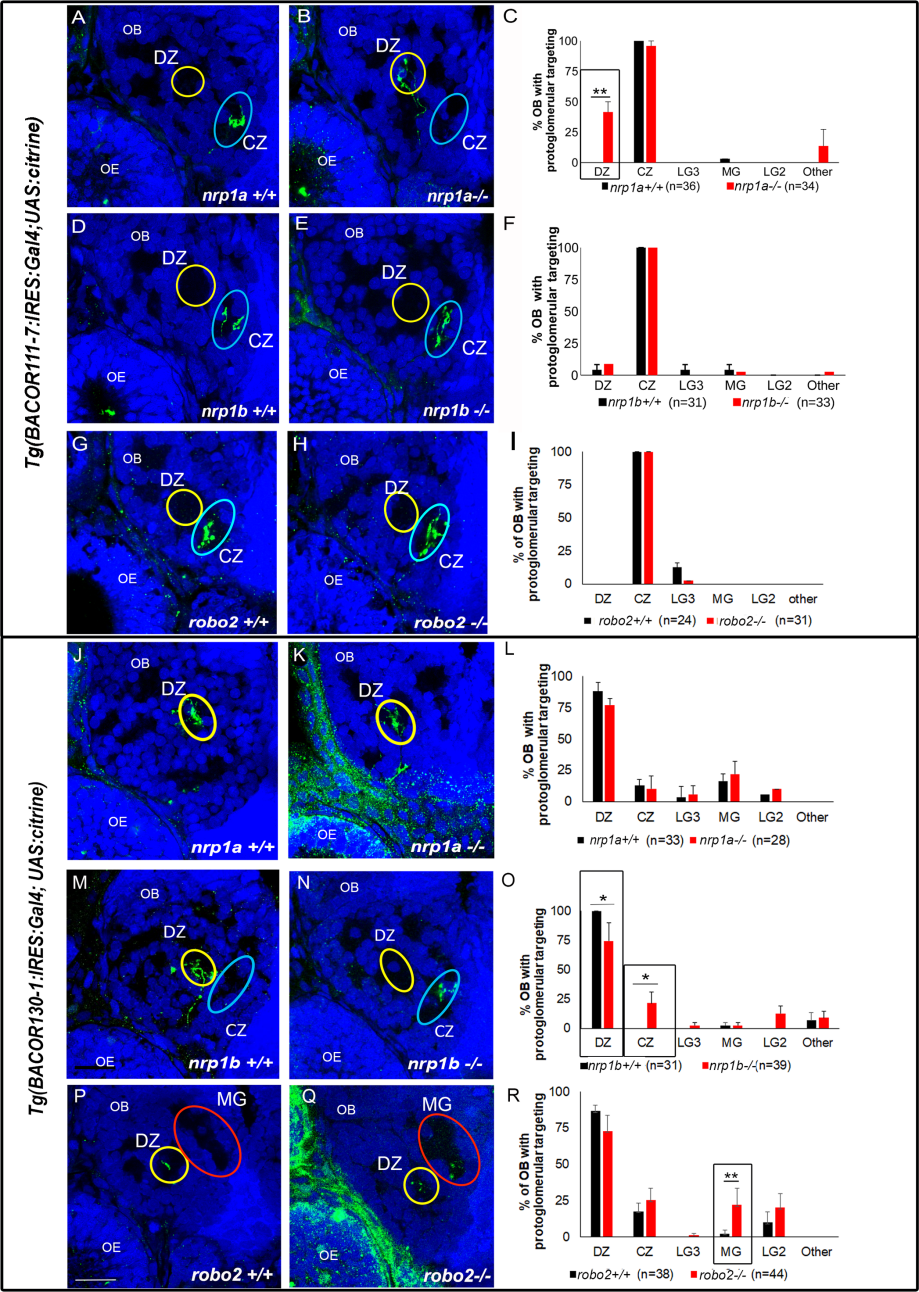
*Nrp1b* and *robo2*, but not *nrp1a*, are required for axonal targeting to the DZ. *Tg(BACor111*-7:*IRES*:*GAL4; UAS*:*citrine*) (‘*or111-7’)* expressing OSNs project axons to the CZ in wild-type olfactory bulbs (A, D, G) while *Tg(BACor130-1*:*IRES*:*GAL4; UAS*:*citrine*) (‘*or130-1’)* expressing OSNs project axons to the DZ in wild type olfactory bulbs at 72 hpf (J, M, P). In *nrp1a-/-* larvae, *or111*-*7* axons misproject to the DZ (B, C). Mistargeting of *or111-7* axons is not observed in *nrp1b-/-* (E,F) or *robo2-/-* larvae. (H, I). However, in *nrp1b-/-* larvae, *or130-1* axons misproject to the CZ (N, O). Similarly, *robo2-/-* larvae show misprojections of *or130-1* axons to the MG (Q, R). Mistargeting of *or130-1* axons is not observed in *nrp1a-/-* larvae (K,L). Fisher’s exact test (two-tailed) * = p<0.05, ** = p< = 0.005. CZ: central zone, DZ: dorsal zone, MG: medial glomerulus, LG2: lateral glomerulus 2, LG3: lateral glomerulus 3. OE: olfactory epithelium, OB: olfactory bulb.

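For nrp1b the log2 fold change of clade A over clade C was -2.82 (standard error 4.58, adjusted p = 0.999 from edgeR's quasi-likelihood test, with 0.499 to 1.00 over the alternatives). Clade C over the mean of clades A and B gave 6.93 (standard error 4.08, adjusted p = 0.738 in edgeR), with differences of 7.01 in the Fluidigm and 0.36 in the ERCC cells. The direction against clade A rested on 1 clade C cell, s18931. Without it the log2 fold change was 2.26, and within the ERCC cells alone it was 2.28. In the 10 clade B cells nrp1b did not exceed 0.234 CPM.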

We next tested the contribution that *nrp1b* makes to the targeting of OSNs expressing either *or111-7* or *or130-1*. *nrp1b* might be expected to contribute to DZ targeting as it is more highly expressed in clade C as compared to other OSNs. *nrp1b*^*fh278*^ carries a nonsense mutation at aa116 that leads to the generation of truncated protein [50]. WT and mutant larvae were generated as described above for analysis. As predicted, *or130-1* expressing OSNs that should project exclusively to the DZ protoglomerulus have significantly more ectopic CZ misprojections in *nrp1b*-/- mutants as compared to their WT siblings (Fig 8M–8O). In contrast, *or111-7* neurons projected without additional errors to the CZ (Fig 8D–8F). Thus, *nrp1b* is required for normal axonal guidance of clade C but not clade A OSNs.

Lastly, the contribution of *robo2* to DZ protoglomerular targeting was tested. *robo2* is expressed more highly in clade C as compared to clade A OSNs. 

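robo2 reached 100 counts in 8 of 10 clade C cells, 2 of 10 clade B cells and 1 of 9 clade A cells. Its log2 fold change of clade A over clade C was -7.07 (standard error 2.81, adjusted p = 0.876 from edgeR's quasi-likelihood test over all genes, and 0.026 in edgeR adjusted over the list alone of the 4 genes compared by in situ hybridization). With the block, the latter was 0.0884, in a range of 0.0059 to 0.212 over the alternatives, the highest without clade A replicate 1. DESeq2 gave an adjusted p of 0.023, within a range of 0.023 to 1.00 over the alternatives. The difference was -9.21 in the Fluidigm and -4.38 in the ERCC cells, and with each sum or cell left out the fold change ranged from -10.95 to -5.56. A single clade B cell had the highest level of all, at 3563 CPM.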

We employed the *robo2*^*ti272*^ mutation that carries a nonsense codon at aa635 and generates a truncated robo2 protein. This mutation has been shown to cause a dramatic misprojection phenotype in the retinal axon projection to the tectum [51]. WT and mutant larvae were generated as described above for analysis. Abnormal projections of *BACor130-1*:*IRES*:*GAL4* expressing OSNs were observed at a higher rate in *robo2* mutants as compared to WT larvae, particularly misprojections to the MG protoglomerulus (Fig 8P–8R). In contrast, there is no increase in mistargeting of CZ projecting *BACor111-7*:*IRES*:*GAL4* (clade A) expressing OSNs (Fig 8G–8I). These data are consistent with clade C OSNs, but not clade A OSNs, requiring *robo2* for their normal targeting to the DZ protoglomerulus.

In each of the three mutants we examined, OSNs expressing a candidate guidance molecule at a higher level required that candidate for normal axonal targeting. Those OSNs expressing the same candidate at a lower level did not require it for targeting. These results strongly suggest that the candidate genes identified by single cell RNA-seq are likely to play a role in guidance and targeting of the clade-specific OSNs in which they are enriched.

## Discussion

### Summary of findings

We have identified subsets of candidate axon guidance-related genes whose differential expression is related to the clade from which an OSN chooses its OR. We have confirmed that three of these candidates: *nrp1a*, *nrp1b*, *and robo2*, are functionally required for normal olfactory axon targeting in specific subsets of OSNs that express particular ORs. Not only axon guidance related genes, but also transcription factors, are differentially expressed in an OR clade-specific manner. These findings are consistent with a model in which distinct subsets of transcription factors coordinate general aspects of OR choice and axon targeting in OSNs.

### The suitability of using PLDA to identify differentially expressed genes

The dimension reduction technique, PLDA, has proven to be highly useful in this study for the identification of differentially expressed class-specific genes, guidance factors, and transcription factors. This approach has previously been successfully employed to characterize human brain cell types [52]. By focusing on a small number of genes that provide the most discriminative power for each gene set we analyzed, we have tried to avoid over-fitting problems that can arise with large multidimensional datasets. PLDA requires *a priori* knowledge of cell classification in order to maximize class separation using the available set of features. It would be useful in many studies where cells can be grouped based on molecular markers, developmental age or cellular state [53–55]. It is however not applicable to studies where there is no prior knowledge of sub-population characteristics and would be a poor choice to identify entirely novel cell sub-types. This method was suitable in our study since we were able to classify OSN transcriptomes into three categories based upon the predominant OR transcript expressed in each OSN. One caveat of using single cell RNA-seq datasets to identify differentially expressed genes is that the high frequency with which transcripts fail to be identified in any given cell can lead to the appearance of differentially expressed genes that arise solely from random fluctuations in transcript detection. Similarly, noise in the data could result in a failure to detect the actual differential expression of a gene. For these reasons, we have taken a conservative approach in identifying differentially expressed genes by choosing a limited number of genes with the highest coefficients of discrimination for each determinant. The weighted contribution of each gene to the discrimination between cell classes can be ranked and sorted to identify the most discriminating genes, although the cut-off for the most informative genes is somewhat arbitrary.

These considerations make it essential to employ tests of identified genes for true patterns of differential expression and/or their expected biological function. One test we performed was to use a pair of transgenes to isolate a population of OSNs that extend axons exclusively to the CZ protoglomerulus. The transcriptomes of these cells matched with reasonable fidelity clade A-specific marker genes as well as the guidance-related gene set for clade A OSNs. As all of the OR clade A expressing OSNs we have tested project to the CZ protoglomerulus [36], these findings provide a strong affirmation of the differential expression of these genes in CZ projecting OSNs. In a more direct approach, all four of the candidate genes chosen for FISH showed expression patterns that were consistent with the single-cell RNA-seq data. Finally, a test of biological function delivered the expected phenotypes for three candidate genes. The axons of OSNs in which each candidate was highly expressed projected aberrantly in mutants, while the axons of OSNs in which the candidate was expressed at a lower level projected normally. These results give us confidence that the guidance-related genes identified by PLDA in this study are good candidates for roles in OSN axon guidance.

### OSNs can be divided into three categories that express distinct transcription factors and guidance-related genes

A single cell approach has enabled us to characterize subsets of OSNs in the absence of any known molecular markers other than the ORs they express. We confirmed our working hypothesis that OSNs choosing to express ORs from each of the three clades of OR genes can be divided into three separate categories based on their differential expression of specific transcription factors, guidance related molecules, or other miscellaneous genes. It is interesting that clade A and B OSNs can be distinguished in this way, as both appear to project to the CZ protoglomerulus [36]. Future studies will be directed towards determining if clade A and B OSNs target different domains within the CZ. The CZ is the largest protoglomerulus at 72 hpf and is reported to split in two to form the maG and the vmG/vaG protoglomeruli by 96 hpf [56]. It will be of interest to determine whether these two protoglomeruli are differentially targeted by clade A and clade B OSNs. Although our findings support the OR clade-based categorization we imposed on OSNs, it does not preclude additional subcategories within each clade-specific category, or even alternative categories that cut across the clade-related categories.

### The specialized roles of *nrp1a* and *nrp1b* in olfactory axon targeting

We find that *nrp1a* is required in the zebrafish for the proper targeting of OSN axons to the CZ protoglomerulus, but not to the DZ protoglomerulus. In contrast, *nrp1b* is required for axons targeting the DZ, but not the CZ. As mentioned previously, semaphorins play important roles in organizing the olfactory projections in both the fly and mouse. In the fly, semaphorins organize the positioning of dendrites of projection neurons within the antennal lobe that serve as the targets for sensory axons, determine the ventromedial trajectory of OSN axons, and participate in glomerular targeting of sensory axons [10, 15, 57–59]. In the mouse, Sema3A helps to organize fasciculation of OSN axons in the olfactory nerve and contributes to the positioning of glomeruli in the bulb [60–63]. The clade and target specific requirement for *nrp1a* as compared to *nrp1b* observed for these two paralogs demonstrates that they have evolved to acquire independent functions in axon targeting in zebrafish. Whether this difference originates in their differential patterns of expression, or differences in their functional responses to ligands, is unknown. Previous work has shown that CZ projecting axons have an *nrp1a*-dependent repellent response that is mediated by *sema3d* expressed anteriorly in the bulb [64], but many other potential semaphorin ligands are expressed in the bulb and some of them could have additional guidance effects. The ligand(s) that mediate Nrp1b’s contribution to DZ targeting are unknown. Further defining the specific expression requirements and ligand responsive properties of these two neuropilins will provide an interesting perspective on the evolution and specialization of these very important signaling molecules.

### Robo2’s contribution to olfactory axon targeting

We find that *robo2* is required for the normal targeting of DZ but not CZ projecting axons. In the fly, slit/robo interactions are required for the normal dorsal-ventral positioning of glomeruli [65]. Similarly, Slit/Robo signaling is an important determinant of dorsal-ventral targeting of OSN axons in the mouse main olfactory bulb [11–12, 66]. In the accessory olfactory bulb, Robo2 is essential for basal vomeronasal sensory axons to specifically target the posterior compartment of the accessory olfactory bulb [67]. It is unclear whether our results are consistent with a shift along the dorsal ventral axis, or whether they represent the spreading of axons into a new compartment. To address this issue in the future, it will be necessary to identify the location at which pathfinding errors first occur and the source of the guidance signal that Robo2 is responding to. Robo2 has previously been observed to play a key role in olfactory axon guidance and entry into the olfactory bulb of fish [68]. Loss of *robo2* induced defasciculation of the ON, errant OSN axons failing to enter the bulb, impaired protoglomerular organization, and in the adult, mispositioned glomeruli. Miyasaka et al. suggested that some of these effects might be a consequence of the errors made by a group of early projecting pioneer axons in the mutant, and that later extending OSNs project abnormally because they follow the misprojecting pioneers. If there was any disruption of protoglomeruli in the *robo2* mutant larvae we examined, it was not sufficient to interfere with protoglomerular identification. Only occasionally did we detect BAC labeled sensory axons failing to enter the bulb (2/75 preparations). As we observed the specific perturbation of axon projections to the DZ but not the CZ, it is unlikely that the misguidance phenotype we observed was caused by general defasciculation of the ON. It is possible that Slit expression surrounding the ON helps to organize the selective fasciculation of Robo2 expressing axons within the nerve, just as Sema3A expressed in the tissues surrounding the mouse ON help to organize the selective fasciculation of Nrp1 expressing axons [61]. Alternatively, slits expressed within the telencephalon or in immediately surrounding tissues [68] may affect the trajectories of Robo2 expressing axons.

### A model for olfactory map formation

Our findings suggest that OSNs first project to a particular protoglomerulus depending upon the general category of OR they choose to express. Thus, OSNs expressing many different clade A ORs all project to the CZ protoglomerulus. This is in stark contrast to the adult olfactory bulb in which axons project to a much larger number of OR-specific glomeruli. Nevertheless, the early olfactory map is not formed at random. OSNs expressing the most closely related ORs specifically target the same protoglomerulus. We were able to identify clusters of transcription factors and guidance-related molecules that are differentially expressed between three OR clade-related subgroups of OSNs. We propose a model whereby the choice of clade from which an OR is expressed is coordinated with the expression of particular axon guidance receptors. We hypothesize that some of the differentially expressed transcription factors we have identified could help coordinate OR and guidance factor expression. This model makes the initial targets of OSN axons, the protoglomeruli, intermediate targets that are further subdivided and refined later in development as the axons of OSNs expressing a particular OR aggregate together and segregate from all others to form OR-specific glomeruli.

In conclusion, we have exploited the zebrafish model system and the power of single cell RNA-seq to characterize three distinct OSN subpopulations at a very early stage of olfactory system development. The guidance-related candidates we have identified likely play a crucial role in targeting specific axonal populations to their first targets in the olfactory bulb. Further studies are needed to characterize the physiological roles of the remaining candidate guidance genes in the formation of the early olfactory map. A second avenue of future work will be to explore whether and how the transcription factors we identified coordinate the expression of ORs and guidance related factors. Finally, the expression-based approach we took to identify important transcription and guidance factors should be generally applicable to many other developing systems.

## Materials and methods

### Ethics statement

Animal husbandry and procedures adhered to the guidelines prescribed by National Institutes of Health Guide for the Care and Use of Laboratory Animals. All animal studies were fully approved by the University of Pennsylvania Institutional Animal Care and Use Committee (IACUC) protocol numbers 804944 and 804895.

### Zebrafish maintenance and transgenic lines

Adult zebrafish were raised and maintained according to standard procedures [69]. Veterinary care was supervised by University Laboratory Animal Resources (ULAR) at the University of Pennsylvania. Larvae were staged based on hours post fertilization (hpf) and were raised at 28°C. *Tg(omp*:*lyn-RFP)* line was a gift from the Yoshihara laboratory at the RIKEN Brain Science Institute, Saitama, Japan [37]. The *Tg(or111-7*:*or111-7-IRES*:*GAL4)*, *Tg(omp*:*GAL4)* and *Tg(UAS*:*gap43-citrine)* lines were described by Lakhina et al [48]. *Tg(BACOR111-7*:*IRES*:*GAL4)* and *Tg(BACOR130-1*:*IRES*:*GAL4)* were described by Shao et al [36].

### Isolation of OMP expressing cells by FACS

Adult heterozygote fish carrying the z*OMP*:*RFP* transgene were crossed to each other to obtain embryos that expressed zOMP:RFP. Timed matings allowed us to follow the developmental stages. Embryos were bleached at 24hpf and allowed to develop till 48hpf. Chorions were removed by treatment with pronase at 24hpf. Embryos were anesthetized using tricain and dissected in Ringer’s solution to isolate the anterior half of the head containing the olfactory pits. Approximately 200 embryos were dissected for each FACs experiment. The olfactory pits were dissociated in 2.5% trypsin at 28°C for 30 min. At the end of incubation, the trypsin was neutralized using soy-trypsin inhibitor and the cell suspension was spun down in a clinical centrifuge at 2000rpm for 5 min. The pellet was resuspended in Hank’s Balanced Salt Solution (HBSS) buffer (Ca++/Mg++ free, without Phenol Red) with 1% BSA and 25mM HEPES. Cells were sorted based on forward scatter, side scatter and RFP fluorescence using BD FACS Aria II SORP, BD FACS Aria II U, or BD-Influx sorters (all BD Biosciences). Approximately 5500 OMP:RFP expressing cells were isolated for each of two independent experiments. For *OR111-7*:*IRES*:*GAL4* bulk cell isolation, adult heterozyogtes carrying z*OMP*:*RFP;UAS*:*citrine* were crossed to adult heterozygotes for *OR111-7*:*IRES*:*GAL4*. Embryos that expressed both *OMP*:RFP and *OR111-7*:*IRES*:GAL4;*UAS*:citrine were selected for sorting. 48hpf embryos were dissected as before except that cell suspensions were sorted based on GFP and RFP fluorescence. Approximately 1000 cells that expressed both were collected in each of 3 independent experiments.

### Single-cell capture and RNA-seq

Approximately 5000 OMP:RFP-expressing cells were loaded onto a Fluidigm-C1 microfluidics chip (Fluidigm) (size 5-10uM). Single cells were sorted into individual wells and visually inspected under a microscope for capture. 49 and 47 single cells, respectively were captured in two independent runs. Wells with no cells or more than one cell were marked to be discarded. cDNA synthesis and amplification was conducted using SMARTer amplification technology (Clontech). Fluidigm spike-ins or ERCC spike-ins were included in the reaction mix. cDNA yield was assessed using Agilent BioAnalyzer (Agilent Technologies, Santa Clara, CA). A minimum cDNA yield of 8ng per cell was required for library preparation. 20 cells from the first run and 38 cells from the second run passed this criterion. These were independently processed for pooled library preparation using Nextera XT DNA Library prep kit (Illumina). The resulting libraries were deep-sequenced on HiSeq2500 (Illumina) using the paired end 100-base pair protocol to a depth of 50 million reads per cell at the Next-Generation Sequencing Core of the Perelman School of Medicine, University of Pennsylvania.

### Read QC and mapping

Sequencing adapters, poly-A tails, and unknown nucleotides (Ns) were removed from the ends of reads using in-house trimming software. Additionally, low confidence nucleotides (Phred score less than 20) were treated as unknown and replaced with Ns. Reads shorter than 30bp after trimming were discarded. Resulting reads were aligned to the *Danio rerio* reference genome, build GRCz10, and to spike-in transcript sequences using STAR (Spliced Transcripts Alignment to a Reference) [70] aligner version 2.4.0. VERSE [71] running in Hierarchical Assign mode was used to assign mapped reads to gene features. The average number of mapped reads per cell was 55 million. Two of the 58 cells had less than 3 million reads mapped to the zebrafish genome and were discarded. The remaining 56 single cell samples had an average of 7,483 genes per cell with an average of 2,565 reads per gene. GEO accession id GSE103692. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103692

### Genome mining for genes with potential guidance-related activity and transcription factors

Zebrafish genes from GRCz10 version 80 were run on TargetP 1.1 server (Center for Biological Sequence Analysis, Technical University of Denmark http://www.cbs.dtu.dk/services/TargetP/) [42]. Genes with reliability class (RC) score = 1 were selected as containing a signal peptide and included in a list of candidate guidance genes. AnimalTFDB2.0 (Guo Lab, College of Life Science and Technology, HUST, China http://bioinfo.life.hust.edu.cn/AnimalTFDB/) [47] was used to download a list of zebrafish genes with known or putative transcription factor activity.

### Data thresholding and Penalized Linear Discriminant Analysis

The single-cell dataset of mature cells was filtered to include only those genes that were expressed in three or more cells at a minimum raw read count of 100. We identified linear combinations of genes that maximized between-class separation in high-dimensional gene expression covariation matrices (where the number of features exceeds the number of observations) using the ‘penalizedLDA’ R package version 1.1, which implements the Penalized LDA as originally conceived by Witten and Tibshirani [41]. A lasso penalization of 0.05 was applied to the feature coefficients in the discriminant vectors. Reduced discriminant functions were generated by using the top 20 genes ranked by the absolute value of their loading values in each discriminant axis and re-computing the Penalized LDA function using this sparse 40-gene feature set. Six-fold cross-validation was implemented via the ‘penalizedLDA’ package in R to test the accuracy of the ‘sparse’ 40-gene PLDA classifier, as well as to select the appropriate lambda tuning parameter value.

### Principal component analysis, correlation analysis and heatmaps

Top genes from single-cell PLDA analysis the using entire transcriptome or TargetP subset were used to compute a PCA function on single-cell and OR111-7-IRES-Gal4 bulk RNA-seq dataset using gene expression values that were DESeq2 normalized [72]. Correlation analysis of transcription factors and guidance genes was performed by computing the Pearson’s correlation co-efficients between genes followed by hierarchical clustering using average linkage. All heatmaps were plotted using ggplots package in PIVOT [73] using normalized gene expression values.

### Zebrafish mutants

*nrp1a*^*sa1485*^, *nrp1b*^*fh278*^ and *robo2*^*ti272*^ mutants have been described previously [51, 64]. These were crossed to *Tg(BACOR111-7-*:*RES*:*GAL4)*, *Tg(BACOR130-1*:*IRES*:*GAL4)*, or *Tg*(*UAS*:*citrine)* to generate adult heterozygotes that carried the appropriate transgenes. Heterozygous parents were mated to obtain fluorescent progeny that were collected at 72 hpf. Genomic DNA was extracted from tails and genotyped using PCR for *nrp1b* (described in [64]) and *robo2* (described in [74]) or KASP assay for *nrp1a* (described in [64]). Matched heads from embryos of the same genotype were pooled and were processed for immunohistochemistry.

### Whole-mount immunohistochemistry

Immunohistochemistry was performed as previously described [48]. Larvae were fixed in 4% paraformaldehyde in PBS and dehydrated in methanol. To visualize Citrine positive axons, larvae were permeabilized in acetone for 20 min at −20°C and stained with goat anti-GFP (1:100; Rockland Immunochemicals, 600-101-215) and donkey anti-goat IgG Alexa Fluor 488 (1:500; Invitrogen). Propidium iodide staining was performed following secondary antibody treatment as described by Brend and Holley, 2009 [75] with the exception that larvae were not treated with RNase. Confocal microscopy was performed on an inverted Leica SP5 using a 40× oil-immersion lens. Stacks were acquired through the entire OB with optical sections taken 1 μm apart.

### Whole-mount fluorescent in situ hybridization

Double-label in situ hybridization was performed using antisense digoxigenin (DIG) RNA probes to guidance genes and fluorescein-labeled probes to OR subfamily genes as previously described [36, 64], with the exception that RNase treatment was not performed after probe removal. Following probe hybridization and removal, embryos were incubated in anti-DIG-POD (1:500; Roche, 11207733910) and the DIG label was amplified using the cyanine 5-coupled tyramide kit to label axon guidance genes. OR transcripts were detected using anti-fluorescein-POD (1:500; Roche, 11426346910) and the fluorescein label was amplified using a fluorescein-coupled tyramide kit (PerkinElmer, NEL741001KT). Propidium iodide labeling and imaging were performed following the second tyramide amplification [75]. The plasmids used to make probes targeting *nrp1a* and *nrp1b* were as described by Dell et al., 2013 [76] and Taku et al., 2016 [64]. For *robo2* (refseq accession number NM_131633.1, nucleotides 3445–4382) and *pcdh11* (refseq accession number XM_005173190.3 nucleotides 220–839) sequences were amplified from 48hpf zebrafish cDNA and cloned into pcRII-TOPO Dual promoter TA cloning kit (Invitrogen, K460001) for probe synthesis. Full-length probes were used in all hybridization experiments except for *robo2* where the probe was hydrolyzed prior to incubation.

### Quantification of targeting errors

The number of OBs containing axons terminating in either individual protoglomeruli or non-protoglomerular regions were counted. Axons were scored as projecting to a particular protoglomerulus only if they terminated in that protoglomerulus and not if they passed though it *en route* to another location. The percentage of OBs with axons in each protoglomerulus was computed and a two-tailed Fisher’s exact test was used to determine statistical significance. Error bars represent standard error of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

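Transcriptomes of 47 single OMP:RFP-expressing OSNs and of 3 bulk samples of CZ-projecting OSNs were used. The authors trimmed the reads, aligned them to GRCz10 with STAR, assigned them to genes with VERSE and deposited the raw read counts per gene, without normalization. The methods describe this for the cells and give no separate paragraph for the bulk libraries. Both tables list the same 29033 genes in different orders and were matched by gene name. The number of per-sample columns left unused was 0. Totals ranged from 6951519 to 30192554 counts per cell and from 2651985 to 6250589 per bulk library. Reads carry no molecular identifiers, so that intervals cover counting error only.

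Groups were taken from Table 1, Fig 1B and the sample labels, and the 2 spike-in sets were taken as the 2 runs. Cells are not replicates. Raw counts were therefore summed per group and spike-in set, giving 6 sums per fit, and compared with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood test, Benjamini-Hochberg adjustment). Standard errors are the log2 fold change divided by the square root of the F statistic. Genes needed at least 100 counts in at least 3 cells. DESeq2 1.42.0 and limma 3.58.1 were alternatives. Sums of the same set share a run, as the paper describes 2 independent runs, so the set pairs them; their deviations from the group means correlated at 0.0779 to 0.111 between clades and at 0.117 to 0.233 between immature cells, cells with and cells without an OR. The fit was tested on simulated sums with 200 changed genes. At the spread estimated for each gene it recovered 0 genes changed 4-fold and 1 gene changed 64-fold. The common dispersion over all genes was 3.56. At a dispersion of 0.1 for every gene it recovered 193 and 200.

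Penalized LDA was reimplemented in Python 3.11.15 with numpy 2.4.6, since the R package was not used here. The scaling of its penalty could not be settled from the methods. The published scaling by the largest eigenvalue left no gene at a penalty of 0.05, and the unscaled penalty was then made the leading setting, after gene numbers and before any accuracy had been seen. On simulated cells with shifted genes 35 of 36 chosen genes were true. With no shifted gene, accuracy was 96.6% with genes chosen on all cells and 35.3% with genes chosen inside the folds. Lists of genes with signal sequences and of transcription factors were not used here, so that the discriminant functions of Figs 3 and 4 were not recomputed. The in situ and mutant experiments were not analysed here.

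The genes named are those the paper names, the genes past the threshold with the same direction in both spike-in sets, and the 5 OR genes highest in bulk; for clade A, calb2a falls outside this rule and was named after its values were seen. Markers of other cell types were read in all libraries. The highest levels in any cell were 172 CPM for trpc2b and 1240 CPM for gnaia (microvillous OSNs), 3127 CPM for s100z and 1.50 CPM for ora4 (crypt neurons), 2680 CPM for gnrh3 (terminal nerve), 414 CPM for neurod1, 0.0529 CPM for ascl1a and 0.0 for neurog1 (progenitors), 647, 186, 164 and 441 CPM for hbbe1.1, hbbe3, hbae1 and hbae3 (blood) and 12.6 CPM for cryba2a (lens). The alternatives, set before the data were examined unless said otherwise, changed the normalization, filter, test, block, scale, cells and gene choice, 1 at a time.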

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

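The tests of the OR transcripts of the bulk libraries were chosen after the result was seen, and no test was made of the other patterns in this part. For single cells no biological explanation was tested. Of 24 groups of cells and measures examined for an outlying cell, 4 had one. A chance rate of about 1 in 20 was assumed, and was not tested on these data.

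A far lower level of the predominant OR than in the other clade A cells was found in s18930, at 55.5 CPM of or111-11. In clade B, nrp1b was highest in s18927 at 0.234 CPM, where no cell reached 100 counts. robo2 stood apart at 43.6 CPM in the clade A cell s23574 and at 3563 CPM in the clade B cell s20565. Each is 1 library, and a mixed sample was not tested for.

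Receptors of other families were present in cells with an OR. The paper looks for taar genes in the cells without an OR and does not report on olfc genes. In s23567, a clade B cell whose or115-12 was at 98.4 CPM, the taar genes summed to 13120 CPM. In s18927, a clade B cell with or121-2p at 5767 CPM, the olfc genes summed to 384 CPM. Neither contamination by another cell nor true expression was tested.

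OR transcripts of all clades were present in the bulk libraries, for which cells had been sorted by an or111-7 reporter. In the paper, OSNs with ORs of clade A or clade B project to the CZ, so clade B ORs need not be foreign to CZ-projecting cells. The reporter is a transgene driven by an enhancer near the or111 genes and the or111-7 promoter. Which ORs the labelled cells chose was not tested. Clade B ORs made up 42.1% and clade C ORs 11.8% of OR reads on average, and clade A ORs 40.3, 50.4 and 47.5% in the 3 libraries. or111-7 itself made up 5.39, 3.08 and 1.38%. The highest were or125-4 at 271 ± 310 CPM, or112-1 at 219 ± 67.1 CPM, or132-5 at 116 ± 99.6 CPM, or111-11 at 113 ± 109 CPM and or110-2 at 108 ± 62.9 CPM (SD, n = 3 each). The first place of or125-4 rested on library 1, without which it was at 91.9 CPM and below the other 4. Without library 3, or111-11 was at 59.6 CPM. Carry-over from the single-cell libraries analysed here is argued against as the whole source of the clade B and C ORs. Of the clade B and C ORs that no cell analysed here had above 10 CPM, 26 reached 10 counts in at least 1 bulk library and 15 reached 10 CPM, although none of the 26 exceeded 1.49 CPM in any cell. Without library 3 these numbers were 17 and 8. The paper sequenced 11 more cells than were analysed here and takes a part of them to be likely cell clumps. Clumps could hold several ORs each, so carry-over from these samples is not excluded. Of these 26, or125-8 was at 76.6 CPM and or127-1 at 51.7 CPM on average, or 42.3 and 30.6 CPM without library 3, whereas or136-1, which reached 10110 CPM in a single cell, was at 0.0 CPM in each bulk library. A contribution from carry-over to some ORs stays open, and neither reads shared between near-identical ORs nor other OSNs in the sorted pools were tested.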

How the results depend on the processing

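The scalings of the penalty and the filter over other cells were chosen after the data had been seen. For the changes given here the cause was not tested.

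The number of genes past an adjusted p of 0.05 changed most with the test. DESeq2 called 800 genes for clade A, 982 for clade B, 935 for clade C, 893 for clade A against clade C, 1273 for immature against mature and 532 for mature cells without an OR against those with one. edgeR called 1, 1, 1, 0, 0 and 0, with 284, 292, 310, 182, 173 and 80 genes at an unadjusted p under 0.05, and of the genes edgeR called DESeq2 shared 0, 0 and 1 for the clades. With RLE size factors edgeR called 0 genes for clades A and B, with 294 and 362 at an unadjusted p under 0.05. Without a filter it called 2, 3 and 5 genes for clades A, B and C. With every cell weighted equally, limma called 0 for each clade, with 141, 163 and 153 genes at an unadjusted p under 0.05. With the spike-in set as a replicate block, edgeR called 1 gene for each clade, of which 0, 1 and 1 were shared, and 1 for clade A against clade C. It called 0 for immature cells and 0 for cells without an OR, with 517 and 217 genes at an unadjusted p under 0.05. Besides these counts and the list of 4 guidance genes given next, the block changed no other call. Without s20599 and s23558 edgeR called 0 for clade A, and without the 3 cells of weakest OR 0 for clade A and 6 for clade C. With each sum or cell left out in turn, the counts ranged from 0 to 1 for clade A, 0 to 10 for clade B, 0 to 5 for clade C, 0 to 1 for immature cells and 0 to 1 for cells without an OR. The 10 genes for clade B came without s20556 and the 5 for clade C without s18931. A clade left with 1 sum was assumed to vary like the others.

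For the 4 guidance genes, nrp1a, robo2 and pcdh11 kept their direction between clades A and C under every alternative run. DESeq2 placed 2 of the 4 past the threshold and edgeR 0. Adjusted over the list alone, nrp1a and robo2 had p of 0.026 each in edgeR. With the replicate block both had 0.0884, and each stayed past the threshold in 31 of 42 alternatives, with 1.2e-05 to 0.194 for nrp1a and 0.0059 to 0.212 for robo2. Most of these alternatives left out 1 cell only, so they are not 42 separate checks. For nrp1a and robo2 in turn, p adjusted over the list was 0.0523 and 0.0464 in edgeR with RLE size factors. It was 0.0345 and 0.0671 in edgeR without a filter, 0.0507 for both in limma, and 1.2e-05 and 0.0059 in DESeq2. nrp1b changed direction, to 1.32 without clade C replicate 1, to 2.28 with ERCC cells alone, to 2.28 without the 3 cells of weakest OR and to 2.26 without s18931, against -2.82 with all cells. These settings share the removal of s18931. With each sum or cell left out, its log2 fold change ranged from -8.15 to 2.26. Each spike-in set alone gives differences and no count of genes.

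Penalized LDA accuracy was 99.3% and stayed between 93.7 and 100.0% in 13 of 16 alternatives, including every scaling of the penalty that left genes; penalties of 0.05 and 0.1 multiplied by the largest eigenvalue left none and gave no value. It was 26.6% with genes chosen inside each fold, 27.8% fitted on Fluidigm cells and tested on ERCC cells, and 36.4% in the opposite direction.

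In 2 clusters, the immature cells outside the largest were 2 with average linkage, 5 with complete and 5 with Ward linkage. They were 4 on CPM and 0 without a logarithm. The mature cells outside it were 0 with average, 3 with complete and 3 with Ward linkage, 3 on CPM and 1 without a logarithm. In 3 clusters, the immature cells outside the largest were 5 with each linkage, 4 on CPM and 0 without a logarithm. The mature cells outside it were 3 with average linkage, 18 with complete and Ward linkage, 4 on CPM and 2 without a logarithm. The median share of the predominant OR was 99.6% of OR reads, 99.7% over ORs with at least 10 reads, and 0.577% of all reads.

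All 3 bulk libraries were nearest to clade A except on normalized counts without a logarithm, where 0% were. The bulk median of the clade A genes was 1.06, and 0.63 with Fluidigm and 0.46 with ERCC cells only. Leaving out a library gave 0.65 to 1.20, and each library alone 0.16 to 0.86. The clade C median was -1.32, 0.0234 with Fluidigm cells only, and -1.78 to -1.14 with a library left out. or111-7 was at 55.5 CPM, or 3.28% of OR reads, and at 34.2 to 66.4 CPM with a library left out, the lowest without library 1. The co-expression difference was 0.281, and 0.0347 with clade means removed, 0.204 with Spearman's coefficient and 0.197 without a logarithm.

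Depth did not keep ORs from being seen in cells without one, since the weakest predominant OR would give 548 counts at the lowest depth of these cells. In sums simulated with the spread estimated here for each gene, edgeR recovered 0 of 200 genes changed 4-fold. The common coefficient of variation was 1.89.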

Differences from the paper's values

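A value was taken to differ from the paper's when one was more than 1.5 times the other. By this rule the number of genes in the PLDA functions differed, at 5623 here and 2886 in the paper. Smaller gaps also remained. The filter over the mature cells gave 7200 genes against the paper's 7027, the labels of Fig 5 came to 81 genes against 71 in its legend, and the mean over 47 cells was 6655 genes per cell, against the paper's 7483 over 56 cells. Reads per cell were counted on genes here and on the genome in the paper, so these means are not on one scale. Some alternatives were set before the data were examined, but were run with the unscaled penalty, which was chosen after gene numbers had been seen. With at least 100 counts in 6 or more cells, the number of genes in the PLDA functions was 2836, close to the paper's value. All 2836 genes entered kept a loading, so this is the size of the filter and not a selection by the penalty. It was 5621 with a penalty of 0.1, 5623 with a penalty of 0.01, 7217 with a minimum of 10 counts, 5621 without OR genes, 5313 without s20599 and s23558, and 5623 without a logarithm or on CPM, all above it. Of the settings chosen after seeing the data, multiplying the penalty by the largest eigenvalue gave 0 genes at penalties of 0.05 and 0.1 and 5064 at 0.01, which lie on either side of the paper's value. Multiplying it by the largest singular value gave 5395 to 5621, and filtering over the 42 mature cells 7200.

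The paper states that nrp1b is higher in clade C than in other OSNs. It also reports more nrp1b overlap with or133 than or111 probes, and or130-1 axon errors in nrp1b mutants, neither analysed here. Against the mean of clades A and B, clade C was higher in both spike-in sets, though not past the adjusted threshold in edgeR. No clade B cell exceeded 0.234 CPM. Against clade A alone the direction was less certain. The mean was 51.1 CPM in clade C and 18.6 CPM in clade A, but the medians were 0.151 and 0.314 CPM and without s18931 the log2 fold change of clade A over clade C was 2.26. nrp1a and robo2, which the paper calls higher in clades A and C, had these directions but were past the adjusted threshold over all genes only in DESeq2 (log2 fold changes 11.00 and -7.60), not in edgeR.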

Other observations

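The tests of carry-over between cells, of co-expression with group means removed, of nrp1b, of the clade A genes by spike-in set, of depth and of other receptor families were chosen only after the results were seen, and the others before.

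In 42 of 100 splits of the cells within spike-in sets, the real one included, accuracy of the 40-gene discriminant function was at least as high as the real 99.3% with genes chosen on all cells, and in 78 of 100 splits with genes chosen inside the folds. Chance can be excluded in neither case. The choice of genes on the cells that are later held out is enough to give so high an accuracy. With genes chosen in this way, the shuffled groupings had a median of 98.8%. Simulated cells with no shifted gene reached 96.6%. The high accuracy therefore cannot show whether the clades differ.

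The same choice of genes bears on co-expression. With genes chosen anew on each split, the difference in correlation between genes of the same and of different groups was as large as the real one in 16 of 100 splits. With the genes chosen here the real difference was 0.476 and the shuffled median 0.438, so that gene choice may account for it. After group means were removed, the real difference of 0.0732 was reached in 2 of 100 splits, the real one included, with a shuffled median of 0.0119, which argues against gene choice as the source of that remaining part. These are the 40 genes chosen here and not those of Fig 5.

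For the bulk libraries the same test does not decide. All 3 were nearest to the group given the clade A label in 33 of 100 splits, but they lay nearest to the same group, whichever its label, in 90 of 100, which by itself gives about this number. Gene choice and a true relation with clade A cannot be told apart.

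For the genes the text names for clade A, unequal numbers of cells from the spike-in sets are argued against as the whole source of the difference. Within each set alone clade A was higher, and the lower of the medians was 4.61 on the log2 scale. The choice of these genes on the same cells stays open.

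The direction of nrp1b may rest on 1 cell. Without s18931 the log2 fold change of clade A over clade C was 2.26, against -2.82 with it. This cell has 154 CPM of or130-1, and no biological explanation was tested.

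Low levels of second ORs in single cells may be carry-over between libraries prepared together. Of 19 ORs that predominate in cells of 1 spike-in set only, 18 were higher in the other cells of that set than in the other set, with medians of 0.183 and 0.0041 CPM. True low expression that differs between runs stays open.

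Mature cells without an OR are not explained by depth or by another receptor family among those read. At the lowest depth of these cells the weakest predominant OR would give 548 counts, against at most 70 seen. The highest sum of a taar, ora or olfc family was 1.50 CPM, far below the weakest predominant OR at 55.5 CPM, although for ora it was above the 0.396 CPM of cells with an OR. Receptors outside these families and a failure of amplification were not tested.

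In the bulk libraries, blood transcripts were high in library 3 only, at 4370 CPM of hbbe1.1 and 2467 CPM of hbae3 against 28.3 and 10.2 CPM in library 1. The crypt neuron marker s100z was at 624, 965 and 1542 CPM, and it also reached 100 counts in 17 of the 47 cells. For gnrh3 the levels were 292, 0.64 and 179 CPM. No biological explanation was tested.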
